# The Synthetic Elicitor DPMP (2,4-dichloro-6-{(E)-[(3-methoxyphenyl)imino]methyl}phenol) Triggers Strong Immunity in *Arabidopsis thaliana* and Tomato

**DOI:** 10.1038/srep29554

**Published:** 2016-07-14

**Authors:** Yasemin Bektas, Melinda Rodriguez-Salus, Mercedes Schroeder, Adilene Gomez, Isgouhi Kaloshian, Thomas Eulgem

## Abstract

Synthetic elicitors are drug-like compounds that are structurally distinct from natural defense elicitors. They can protect plants from diseases by activating host immune responses and can serve as tools for the dissection of the plant immune system as well as leads for the development of environmentally-safe pesticide alternatives. By high-throughput screening, we previously identified 114 synthetic elicitors that activate expression of the pathogen-responsive *CaBP22*^*−333*^*::GUS* reporter gene in *Arabidopsis thaliana* (Arabidopsis), 33 of which are [(phenylimino)methyl]phenol (PMP) derivatives or PMP-related compounds. Here we report on the characterization of one of these compounds, 2,4-dichloro-6-{(E)-[(3-methoxyphenyl)imino]methyl}phenol (DPMP). DPMP strongly triggers disease resistance of Arabidopsis against bacterial and oomycete pathogens. By mRNA-seq analysis we found transcriptional profiles triggered by DPMP to resemble typical defense-related responses.

Plant innate immunity is based on a complex set of integrated defense mechanisms protecting against microbial diseases^1^,^2^,^3^. Plants can recognize microbe-associated molecular patterns (MAMPs), which are highly conserved molecular structures of microbes, via pattern recognition receptors (PRRs) on the surfaces of plant cells. These interactions activate pattern-triggered immunity (PTI)^4^,^5^,^6^,^7^,^8^,^9^,^10^,^11^. To attenuate or block PTI, pathogens often secrete into plant cells effector molecules that enable them to use a given plant species as a host, resulting in compatible interactions, a condition also termed effector-triggered susceptibility (ETS). During this type of interaction plants can still exhibit a weakened immune response, called basal defense, which limits the spread of virulent pathogens, but is insufficient for preventing disease^11^,^12^. As a countermeasure to ETS, plants often can recognize the presence or activity of effector proteins by highly specific plant resistance (R) proteins and induce effector-triggered immunity (ETI). This leads to incompatible interactions leaving the pathogen avirulent and the plant resistant^5^,^13^.

PTI, basal defense and ETI are controlled by a common set of defense signals including reactive oxygen intermediates (ROIs), Ca^2+^, salicylic acid (SA), ethylene (ET) and jasmonic acid (JA)^14^. The massive release of ROIs at pathogen infection sites is one of the earliest observable features of a plant’s defense program. Induced changes of ion fluxes typically precede this oxidative burst^15^. The oxidative burst conditions a programmed form of localized cell death at infection sites, termed hypersensitive response (HR). HR can limit invasion of biotrophic pathogens, as these require host tissues to remain intact^16^. These early responses are coordinated by various components of SA-dependent signaling mechanisms^14^. In addition, crosstalk between the SA, JA and ET hormone pathways are important for the fine-tuning of plant defense responses^17^.

Inducible immune responses are tightly associated with extensive transcriptional- and metabolic–reprogramming controlled by a complex regulatory network^1^,^2^,^3^. This network can be subdivided into various defined sectors that can interact with each other^2^,^3^. For example, distinct defense signaling sectors dependent on early MAMP-activated MAP kinases or the defense hormones SA or JA, have been described for *Arabidopsis thaliana* (Arabidopsis).

Synthetic elicitors (aka plant activators) are small molecules, which activate plant immune responses and can protect plants from diseases without the need to be directly toxic to pathogens. One of the first classes of synthetic elicitors, low molecular weight polyacrylic acid derivatives, were identified in 1974 and were shown to activate resistance of tobacco against viruses^18^,^19^. Subsequently, a large number of synthetic compounds were found to exhibit defense elicitor activity in plants. Most of them can be broadly classified as SA analogs, imprimatins, sulfonamides, adipic acid derivatives or jasmonic acid analogs^20^. While some of them were used in basic research, others have been effectively used in crop protection.

The frequently used SA analogs 2,6-dichloro-isonicotinic acid (INA) and benzo (1,2,3) thiadiazole-7-carbothioic acid *S*-methyl ester (BTH) were discovered by Ciba-Geigy (now Syngenta) in early 1990s^21^,^22^,^23^. Interactions of these two compounds with the plant defense system have been well characterized^24^,^25^,^26^,^27^,^28^,^29^. Both BTH and INA trigger defense-associated effects similar to SA, but are less phytotoxic and more efficient than this natural defense hormone^20^,^22^,^26^,^27^. In addition to BTH, which has been marketed by Syngenta under the name Bion or Actigard, other SA analogs (Probenazole, Tiadinil, Isotianil) have been successfully used in agriculture to protect plants against disease^20^.

Initiating a chemical genomics (chemetics)–related study on the plant immune system, we identified by high throughput screening 114 synthetic elicitors. One of them, 3-5-dichloroanthranilic acid (DCA) induces in Arabidopsis fast and transient defense responses against the pathogenic oomycete *Hyaloperonospora arabidopsidis (Hpa*) and the bacterial pathogen *Pseudomonas syringae*^30^. In contrast to INA and BTH, DCA acts largely independent from NPR1, a central regulator of SA-responsive defense reactions in Arabidopsis. Another synthetic elicitor we recently characterized is 2-(5-bromo-2-hydroxy-phenyl)-thiazolidine-4- carboxylic acid (BHTC)^31^. Similar to DCA, it induces plant defense quickly and transiently, but its mode-of-action is different from that of DCA, since it strongly depends on NPR1.

Here, we report on another new synthetic elicitor identified by our previous high throughput screen, 2,4-dichloro-6-{(E)-[(3-methoxyphenyl)imino]methyl}phenol (DPMP), which is a member of the structural class of phenyl-imino-methyl-phenol derivatives (PMPs). DPMP is the most potent synthetic elicitor that we have identified so far, since it induces plant defense responses at very low concentrations. Its activity is distinct from that of DCA and similar to BHTC, since its ability to induce immunity against *Hpa* is completely blocked in *npr1* mutant plants. An mRNA-seq analysis of DPMP-induced transcriptional responses has further revealed that, although DPMP acts as a partial agonist of SA and mimics some SA functions, it also induces expression of 388 genes that are uniquely targeted by this compound.

## Results

### DPMP elicits *CaBP22* ^*−333*^ *::GUS* expression

Synthetic elicitors identified by our high throughput screen can be categorized into several structural classes. One structural class, phenyl-imino-methyl-phenol derivatives (PMPs) and related compounds, are represented by more than 30 members in our original set of 114 synthetic elicitor candidates. PMPs share a phenyl-imino-methyl-phenol skeleton. The PMP, 2,4-dichloro-6-{(E)-[(3-methoxyphenyl)imino]methyl}phenol (DPMP) particularly strongly induced *CaBP22*^*−333*^*::GUS* expression. One week-old liquid-grown Arabidopsis *CaBP22*^*−333*^*::GUS* seedlings continuously exposed to DPMP at a concentration as low as 1 μM for 24 h exhibited GUS reporter gene expression (see Supplementary Fig. S1a). We further tested for possible synthetic elicitor-induced phytotoxicity by trypan blue staining of *CaBP22*^*−333*^*::GUS* seedlings 24 h after incubation with various concentrations of DPMP (see Supplementary Fig. S1b). The results shown in Supplementary Fig. S1a and b can be compared, as the same types of treatment were performed. Seedlings treated with a concentration of 500 μM DPMP stained dark blue, indicating extensive cell death. While some cell death may occur at intermediate concentrations (50 μM and 100 μM), no cell death was observed at lower concentrations (1 μM, 3 μM and 10 μM), which induce *CaBP22*^*−333*^*::GUS* expression. Thus, DPMP-mediated phytotoxicity is not responsible for expression of this defense-associated reporter gene, but it may be the cause of the observed decline of GUS activity at higher concentrations.

### DPMP induces rapidly and transiently disease resistance of Arabidopsis against *Hpa*

We further examined whether DPMP induces disease resistance against the pathogenic oomycete *Hpa* in soil-grown plants. Wild type seedlings of the Arabidopsis ecotype Columbia (Col-0) were pretreated with different concentrations of DPMP once by a single foliar spray application 24 h prior to infection with the virulent *Hpa* isolate Noco2 (*Hpa*Noco2). *Hpa* spores were counted 7 days post infection (dpi). Plants sprayed with concentrations as low as 1 μM of DPMP showed a significant reduction in spore production compared to mock-pretreated plants (Fig. 1) and at 10 μM DPMP, this effect reached its maximal level of *Hpa*Noco2 immunity. Compared to our previously characterized synthetic elicitors DCA and BHTC^30^,^31^, DPMP displayed maximal suppression of spore formation at 10 times lower concentrations.

Based on the dose-response data shown in Fig. 1, we estimated the median effective concentration (EC_50_) of DPMP regarding its ability to protect Arabidopsis from *Hpa*Noco2 as 514 nM (see Supplementary Fig. S2). This value is much lower than those estimated for DCA and BHTC, which are 6.5 μM and 5.5 μM, respectively^30^,^31^. Although these EC_50_ values are only estimations based on extrapolations of a small number of measurements, it is clear from our data that the EC_50_ values for *Hpa* protection assays of DCA and BHTC are substantially above 1 μM, while that of DPMP is below 1 μM. These results suggest that DPMP is particularly potent in mediating protection of Arabidopsis against *Hpa* infections. This may be due to efficiency regarding its uptake and/or ability to interact with its targets, but may also have different reasons, as we cannot rule out toxicity of DPMP against *Hpa.*

We further analyzed the kinetics of DPMP-induced defense induction and compared it with the kinetic behavior of other synthetic elicitors. Col-0 plants were pretreated with 100 μM of BHTC, DCA or INA or 10 μM of DPMP at various time points ranging from 1 hour to 6 days prior to pathogen challenge (Fig. 2). At these concentrations each of the tested compounds exhibits maximal activity. Mock treatment itself reduced spore growth when time points between *Hpa*Noco2 infection and chemical treatment were less than one day apart. This effect is likely due to residual liquid coating of plants before being treated with pathogen. At 1-hour post treatment (hpt), all of the tested chemicals reduced *Hpa* spore production (Fig. 2). At 1-day post treatment (dpt), 10 μM DPMP exhibited a similar strength of defense induction as 100 μM DCA or 100 μM INA. Of all of four tested treatments, BHTC showed the weakest activity in inducing disease resistance.

Between 3 and 6 dpt, levels of DPMP-mediated immunity began to decline while

INA-mediated immunity remained constant. At 6 dpt, DPMP did not trigger any significant immunity against the pathogen. Consistent with previous reports, DCA and BHTC also induced plant immunity transiently^30^,^31^, while the activity of INA is long-lasting^27^,^32^,^21^. Taken together, our results clearly showed that the defense-inducing activity of DPMP against *Hpa*Noco2 is stronger than that of other synthetic elicitors we characterized before. Furthermore, its activity is rapid and transient, like that of DCA and BHTC.

### DPMP provides disease protection against the bacterial plant pathogen *Pseudomonas syringae*

We further tested the ability of DPMP to induce resistance against the virulent bacterial plant pathogen *Pseudomonas syringae* pathovar *tomato* strain DC3000 (*Pst*). Arabidopsis plants were pretreated with synthetic elicitors at concentrations at which they trigger strong immunity against *Hpa* 24 h prior to dip-inoculation with *Pst*. As with INA and DCA, DPMP-pretreated plants showed a significant reduction in bacterial growth (Fig. 3a). To test for a potential direct toxic activity of DPMP against bacteria, we grew *Pst* in liquid medium containing DPMP, other synthetic elicitors or the antibiotic hygromycin. None of the tested synthetic elicitors reduced bacterial growth, while hygromycin completely eliminated growth of *Pst* (Fig. 3b). DPMP is also effective in tomato (*Solanum lycopersicum*) against *Ps*t at a dose at which it is non-toxic for these bacteria. We repeated the experiment shown in Fig. 3b with a DPMP concentration of 50 μM and did not observe toxicity against Pst (data not shown). For our tomato/*Pst* assays, we tested both foliar-spray and root-drench application and found the latter to be more efficient. Tomato plants root drenched with 50 μM DPMP displayed a significant reduction in *Ps*t growth in leaves three days post infection relative to plants treated with a mock solution (Fig. 3c). In previous experiments^31^, 200 μM of BHTC were needed for similar results in tomato against *Ps*t, confirming that DPMP is a more potent synthetic elicitor than BHTC. Taken together, DPMP can induce plant immunity against *Pst* without being directly toxic to this pathogen.

### DPMP interacts with targets operating downstream or independently from SA biosynthesis and is fully dependent on NPR1

To determine the mode of action of this new synthetic elicitor, we analyzed the defense-inducing activity of DPMP in the *ndr1-1, pad4-1, sid2-2, npr1-3* and *wrky70-3* Arabidopsis defense mutants as well as the transgenic *nahG* line. While the *ndr1, sid2* and *pad4* mutant plants are known to be compromised in defense-associated SA biosynthesis and the transgenic *nahG* line does not accumulate significant levels of this defense hormone^14^, *npr1* mutants are deficient in the perception of SA^33^,^34^,^35^,^36^. WRKY70 is a transcription factor that partially operates in defense signaling downstream from NPR1 and is partially NPR1-independent^30^,^37^,^38^,^39^. Col-0 and mutants plants were treated with *Hpa*Noco2 24 h after single foliar-spray applications with 10 μM DPMP. *Hpa* spores were counted 7 dpi. DPMP induced strong resistance against *Hpa* in Col-0 wild type plants and the *sid2-2, pad4-1* and *ndr1* mutants (Fig. 4a). DPMP-mediated immunity was slightly, but significantly reduced in the *wrky70* mutant compared to Col-0 (Fig. 4b). However, in *npr1*-3 plants the defense inducing activity of DPMP was fully abolished; similar to that of INA (Fig. 4c). Our lab previously reported that DCA is partially dependent on *NPR1* and *WRKY70*^30^. DPMP is weakly dependent on *WRKY70* and completely dependent on *NPR1*, which discriminates this compound from DCA. Surprisingly, in *nahG* transgenic plants, no significant protection was observed against *Hpa* after the application of DPMP (Fig. 4a). The *nahG* transgenic plants express a SA hydroxylase, an enzyme that converts SA to catechol. It is possible that this enzyme is also converting DPMP or one of its bioactive metabolic products.

### Structure activity analysis of a selection of PMP-related derivatives

DPMP is only one member of a set of 33 PMPs or –related compounds identified by our high throughput synthetic elicitor screen. While not all of these 33 compounds share a common phenyl-imino-methyl-phenol skeleton, they all bear an imine group linked to a phenyl moiety. We tested ten compounds of this set of 33 that were commercially available and compared their defense-inducing activities to DPMP (Fig. 5a,b). Arabidopsis Col-0 plants were pretreated with a concentration of 10 μM or 25 μM of the respective chemicals 24 h prior to *Hpa*Noco2 infection. We observed three major activity trends of these compounds: strong, moderate or weak compared to DPMP, which we considered a strong defense inducer. PMP-related compounds that induced significant levels of immunity against *Hpa* at 10 μM and 25 μM were categorized as “strong”. If they only induced significant protection against *Hpa* at 25 μM, we categorized them as “moderate”. If they did not exhibit any significant defense induction at the tested concentrations, we classified them as “weak” inducers, as they were still able to induce *CaBP22*^*−333*^*::GUS* expression in our initial compound screen (data not shown).

4-[[(3,5-dichloro-2-hydroxyphenyl)methylene]amino] benzenesulfonamide (CMP974) and 4-tert-butyl-2-[(5-chloro-2-hydroxybenzylidene)amino]phenol (CMP993), provided strong protection against *Hpa* infection. CMP974 and CMP993 suppressed *Hpa* spore growth at concentrations of both 10 μM and 25 μM and levels of protection mediated by them reached up to 80% and 50%, respectively.

Benzoic acid, 3-fluoro-2-[(5-chloro-2-hydroxyphenyl)methylene]hydrazide (CMP508), N′-benzylidene-2-hydroxybenzohydrazide (CMP318), Benzenamine, N-[(5-bromo-2-thienyl)methylene]-2-methyl-3-nitro-[N(E)]- (CMP686) mediated moderate levels of defense induction and reduced susceptibility only at the 25 μM concentration to 75% to 50%. Although the five remaining PMP-related compounds did not trigger defense induction at concentrations of 10 μM or 25 μM, and are considered “weak” inducers, they may induce plant defense at higher concentrations. The strongest compounds of the 10 tested candidates are true PMPs structurally similar to DPMP, while the class of moderate defense inducers also includes CMP318 and CMP686, compounds that deviate from the PMP core structure.

### Synthetic elicitor activity of possible metabolic products of DPMP

The imine bond of PMPs may be subject to hydrolysis in the aqueous environment of biological tissues and cells^40^. Members of the imine bond containing compound class imprimatin C1 are known to remain stable in aqueous solution before application to plants and the synthetic auxin sirtinol, which also contains an imine bond, is hydrolyzed after uptake into cells^41^,^42^.

We tested whether the molecular structure of DPMP dissociates in aqueous solution *in vitro*. NMR analysis combined with HSQC (Heteronuclear Single Quantum Coherence) showed that DPMP is not hydrolyzed in aqueous medium *in vitro* (data not shown). However, upon uptake by plant tissues, DPMP may get hydrolyzed and further converted by plant enzymes and the resulting products may be the actual biologically active compounds *in vivo.*

Therefore we tested 3,5-dichlorosalicylaldehyde (3,5-DCSAL) and *m*-anisidine (Fig. 6f). While m-anisidine should get released upon hydrolysis of DPMP, the production of 3,5-DCSAL should require an additional oxidation step. We first tested the ability of 3,5-DCSAL and *m*-anisidine to induce GUS expression in transgenic *CaBP22*^*−333*^*::GUS* Arabidopsis plants (Fig. 6a). 3,5-DCSAL induced expression of this pathogen-responsive reporter gene at the same concentration as DPMP (1–10 μM). At higher concentrations of 3,5-DCSAL (50 μM to 500 μM), the observed decline of GUS activity may be cause by 3,5-DCSAL -mediated phytotoxicity.

Surprisingly, *m*-anisidine also induced GUS expression in this plant line, albeit at much higher concentrations (50–500 μM). To confirm these results, we tested different concentrations of 3,5-DCSAL and *m*-anisidine in *Hpa* defense assays and compared their bioactivity to DPMP. At a concentration of 10 μM, 3,5-DCSAL exhibits a similar strength of defense activation as 10 μM DPMP against *Hpa* (Fig. 6b). *M*-anisidine does not trigger defense induction at a concentration of 100 μM (data not shown). However, at higher concentrations (400 μM and 600 μM) *m*-anisidine triggers immunity against *Hpa* and, like DPMP, its defense-inducing activity is completely dependent on *NPR1* (Fig. 6c). Much lower concentrations of m-anisidine were sufficient for the *CaBP22*^*−333*^*::GUS* expression studies shown in Fig. 6a than that for the *Hpa* defense assays shown in Fig. 6c. This difference is due to the nature of the respective assays. While the reporter gene assays were done under continuous exposure to the compound for 24 h, the synthetic elicitors were only applied once by single spray application in the *Hpa* assays. In addition to protection against *Hpa, m*-anisidine induced plant immunity against *Pst* (Fig. 6d). In order to test whether the imine bridge of PMPs itself is sufficient to induce immunity against *Hpa*Noco2, we analyzed N-[(E)-2-Thienylmethylidene]-2-Propanamine (CMP500) (Fig. 6f), a molecule of relative simple structure that contains an imine bridge. CMP500 did not induce detectable resistance of Arabidopsis Col-0 against *Hpa*Noco2 at the concentration we tested (Fig. 6e). Taken together these results show that, the PMP imine bridge structure itself seems not to trigger immunity. However, two possible metabolic products of DPMP have synthetic elicitor activity. As 3,5-DCSAL is of similar efficiency as DPMP, this potential metabolic product of DPMP may be mainly responsible for the observed immunity after DPMP application. Although we cannot exclude, that in plant tissues 3,5-DCSAL gets further oxidized to 3,5 Dichlorosalicylic acid, this aldehyde proved to be a powerful synthetic elicitor.

### Transcriptome changes triggered by DPMP in Arabidopsis shoots and roots

To profile global transcriptional patterns associated with DPMP-mediated defense activation in Arabidopsis roots and shoots separately, we performed mRNA-seq analysis. 

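The mRNA-seq libraries came from shoots and roots of Col-0 plants kept for 14 days on medium with 3 µM DPMP or with solvent only (mock). The paper's Methods name 3 µM BHTC for these plates. Its Results and the sample labels name DPMP, which was taken as the treatment here. There were 2 biological replicates per tissue and treatment, which gives 8 libraries in 4 groups. For each library the authors deposited the RPKM value of each gene (its reads scaled to gene length in kilobases and to the mapped reads of the library), obtained after alignment to the TAIR10 annotation with TopHat. The values used here cover genes in locus order, 7078 on chromosome 1, 4245 on chromosome 2 and 5057 on chromosome 3. The last of these genes, AT3G60050, lies on chromosome 3 from 22180000 to 22181970. Genes beyond it on chromosome 3 and all genes on chromosomes 4 and 5 were not analysed here. Within this range fall 631 of the 1061 DPMP-shoots-up genes of Supplementary Table S1, 162 of the 303 DPMP-shoots-down genes, 119 of the 207 DPMP-roots-up genes and 192 of the 351 DPMP-roots-down genes. Gene positions were taken from the TAIR10.1 reference, whose nuclear chromosomes are those of TAIR10, and 16100 of these genes were found in its annotation and 280 were not.
The number of mapped reads per library was estimated from the smallest step between RPKM values, which is the value of a single read. The estimates were 24.2 and 19.2 M reads (M, mega) for DPMP-treated shoots, 11.8 and 9.9 M for mock-treated shoots, 25.9 and 19.9 M for DPMP-treated roots, and 17.2 and 6.9 M for mock-treated roots. Every DPMP library was therefore deeper than the mock library of the same tissue and replicate. In these estimates, between 35.1 and 52.0% of the low values lay within 0.05 of a whole number of reads, where 10% would do so by chance. All libraries were sequenced on the same flowcell. In shoots, replicate 1 was split between lane 6 (DPMP) and lane 5 (mock), while both libraries of replicate 2 were in lane 8. In roots, DPMP was in lanes 6 and 8 and mock in lanes 5 and 7, so that lane and treatment cannot be told apart there. AT2G01021, which lies on chromosome 2 from 6571 to 6672 beside annotated ribosomal RNA genes, ranged from 2380.0 RPKM in replicate 2 of DPMP-treated shoots to 360726 RPKM in replicate 1 of DPMP-treated roots. The correlation of log2 values between the replicates of a group was 0.992 for DPMP-treated roots, 0.955 for mock-treated roots, 0.98 for DPMP-treated shoots and 0.952 for mock-treated shoots.
Differences between DPMP and mock were tested with limma on log2(RPKM + 1) for the 12150 genes with at least 1 RPKM in at least 2 of the 8 libraries. The fit had a mean for each of the 4 groups, so that all groups shared an estimate of the spread of each gene, and p-values were adjusted by the Benjamini-Hochberg method. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p-value below 0.333, so each call rests on the spread that limma estimates over genes and groups. For an unchanged gene, both DPMP libraries lie beyond both mock libraries, in either direction, with that same chance. The replicate numbers in the sample labels were used for a second fit with the replicate as a block within each tissue. Deviations from the group means of libraries with the same number were correlated at 0.261 in shoots and -0.014 in roots.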

In soil grown plants, separating these plant parts from each other without any contamination by dirt or excessive wounding is difficult. Therefore Arabidopsis plants were grown for 14 days on ½ MS agar plates containing either 3 μM DPMP or mock solution (solvent only) and their shoot and root tissues were analyzed separately. This condition was chosen because continuous exposure to 3 μM DPMP triggers strong GUS expression in *CaBP22*^*−333*^*::GUS* plants (see Supplementary Fig. S1). We performed two independent biological replicates and sequenced the respective libraries using the Illumina HiSeq2500 platform. Differentially expressed genes (DEGs) after DPMP treatment were identified by comparing read counts to those observed in the respective mock-treated control samples using a Bonferroni-corrected false discovery rate (FDR)-cut off of 0.05.

In shoots, treatment with DPMP significantly altered transcript levels of 1364 genes, 1061 of which were transcriptionally up-regulated (DPMP-shoots-up) and 303 were transcriptionally down-regulated (DPMP-shoots-down) relative to the mock controls (see Supplementary Table S1). 

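Of the 12150 genes tested, 487 differed between DPMP-treated and mock-treated shoots at an adjusted p-value under 0.05 from limma, with 443 genes higher and 44 genes lower after DPMP. At an unadjusted p-value under 0.05 there were 1256 higher and 632 lower genes, and 607.5 genes in total would be expected by chance. With the replicate number as a block, a pairing taken from the sample labels, 454 genes were higher and 42 lower. At the adjusted threshold the largest change in these counts came from fitting shoots without roots, which left 3 higher and 0 lower genes. That fit gave 1035 higher and 398 lower genes at an unadjusted p-value under 0.05 from limma. Quantile normalization gave 428 higher and 105 lower genes at the adjusted threshold. At an unadjusted p-value under 0.05 it gave 1053 higher and 1144 lower genes, so the excess of higher genes was not kept there.
Of the DPMP-shoots-up genes of Supplementary Table S1, 617 were among the tested genes. All 617 had higher RPKM values in both DPMP libraries than in both mock libraries, 607 had an unadjusted p-value under 0.05 and 419 had an adjusted p-value under 0.05 from limma. Of the DPMP-shoots-down genes, 155 were tested, and all 155 had lower values in both DPMP libraries than in both mock libraries, with 152 at an unadjusted and 37 at an adjusted p-value under 0.05. These are the same libraries from which the paper drew its lists, so this comparison is not an independent test. The median log2 fold change of the 617 genes was 1.62, where the paper's reported median for them is 2.18, and that of the 155 genes was -1.13, where the paper's is -1.49. Across the 772 listed genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.86 and a Spearman correlation of 0.827 with the paper's.
In replicate 2, DPMP and mock shoots shared a lane. Across all tested genes, the difference between DPMP and mock in that replicate had a correlation of 0.684 with the difference in replicate 1, where the libraries came from different lanes. Among genes that passed the adjusted threshold with both DPMP replicates beyond both mock replicates, the largest increases were those of PR5 (log2 fold change 7.48), PR2 (7.25) and PCR1 (6.80). The largest decreases among these genes were those of MBP1 (AT1G52040, log2 fold change -2.76, adjusted p = 0.0325), AT2G07727 (-2.50, adjusted p = 0.0446) and SCPL13 (AT2G22980, -2.22, adjusted p = 0.0233), all from limma. With the replicate number as a block the adjusted p-value was 0.0536 for MBP1, 0.039 for AT2G07727 and 0.0225 for SCPL13. AT2G07727 is annotated as a cytochrome b gene on chromosome 2 from 3449534 to 3452776. Every stretch of 50 bases in it also occurs in an organelle genome, so its value cannot be separated from reads of that genome.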

DPMP treatment in shoot tissue resulted in a typical defense-associated transcriptional profile. Standard defense marker genes, such as *PR1, PR5, CaBP22* and *LURP1*, as well as numerous WRKY transcription factor genes were transcriptionally up-regulated. 

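PR1 (AT2G14610) lies on chromosome 2 of TAIR10.1 from 6241640 to 6242541. Its transcript level in shoots was 288 ± 132 RPKM (SD, n = 2 replicates) with DPMP and 2.13 ± 1.13 RPKM (SD, n = 2) with mock, a log2 fold change of 6.50 (standard error 0.39, adjusted p = 0.000208 from limma). The level of PR5 (AT1G75040, chromosome 1, 28177670 to 28179022) was 1886 ± 434 RPKM with DPMP and 10.1 ± 5.54 RPKM with mock, a log2 fold change of 7.48 (standard error 0.57, adjusted p = 0.000744). For LURP1 (AT2G14560, chromosome 2, 6213617 to 6215932) the levels were 780.0 ± 233 and 9.11 ± 1.01 RPKM, a log2 fold change of 6.24 (standard error 0.31, adjusted p = 0.000129). No table used here pairs the name CaBP22 with a locus. The genes annotated as Calcium-binding EF-hand family that Supplementary Table S1 lists as up-regulated in both tissues, within the range used here, are AT2G41090 and AT3G47480. In shoots, AT2G41090 (chromosome 2, 17135347 to 17136999) had 647 ± 43.3 RPKM with DPMP and 97.6 ± 18.9 RPKM with mock, a log2 fold change of 2.73 (standard error 0.41, adjusted p = 0.00938). AT3G47480 (chromosome 3, 17496085 to 17497164) had 20.6 ± 9.13 and 1.32 ± 1.15 RPKM, a log2 fold change of 3.24 (standard error 0.43, adjusted p = 0.00515). For each of these 5 genes both DPMP replicates were above both mock replicates.
Among 33 tested genes of the WRKY family, 8 had an adjusted p-value under 0.05 in shoots, and all 8 were higher with DPMP, with log2 fold changes between 1.71 and 4.13. The largest were those of WRKY54 (AT2G40750, 4.13) and WRKY70 (AT3G56400, 3.85). WRKY70 lies on chromosome 3 from 20908711 to 20910623 and had 229 ± 52.2 RPKM with DPMP and 14.8 ± 2.44 RPKM with mock. In all, 17 of the 33 genes had both DPMP replicates above both mock replicates and 3 had both below. The log2 fold change was positive for 25 of the 33 genes, for 24 after quantile normalization and for 25 after median-ratio scaling. WRKY genes made up 1.8% of the 442 DPMP-shoots-up genes with annotation and 0.2% of the other 11665 tested genes with annotation (odds ratio 8.58, one-sided Fisher's exact test, p = 1.84e-05, Benjamini-Hochberg adjusted p = 4.29e-05 over 7 such tests of gene groups and promoter motifs). NPR1 (AT1G64280) had 31.6 ± 10.1 RPKM with DPMP and 13.4 ± 3.87 RPKM with mock. Its log2 fold change was 1.17, with an adjusted p-value of 0.0996 from limma, and of 0.0323 with the replicate number as a block. The paper counts PR1, PR5, CaBP22 and LURP1 as standard defense markers and states that the shoot profile after DPMP treatment was typical of defense.

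**Figure D1:**
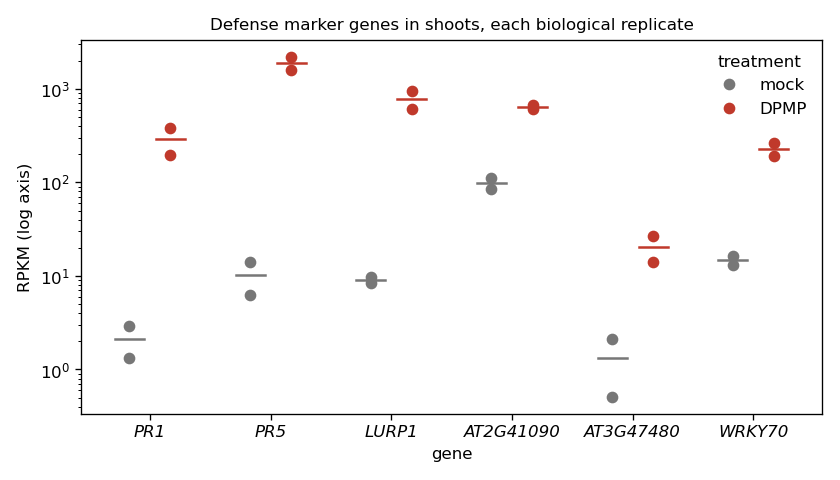
RPKM values (log axis) of PR1, PR5, LURP1, AT2G41090, AT3G47480 and WRKY70 in shoots, with a point for each of the 2 replicates and a line at their mean, mock in grey and DPMP in red. The DPMP points of every gene lie above its mock points, from 195 and 381 against 1.33 and 2.93 RPKM for PR1 to 14.1 and 27.0 against 2.13 and 0.512 RPKM for AT3G47480.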

Enriched gene ontology (GO) terms were calculated by the Botany Array Resource classification super viewer [ http://bar.utoronto.ca/welcome.htm;^43^] and suggested that collective roles of DPMP-shoots-up genes are in “response to stress” and “abiotic/biotic stimuli” as well as “signal transduction” (Table 1). Furthermore, the analysis of promoter motifs of these genes using the TAIR motif analysis tool (https://www.arabidopsis.org/tools/bulk/motiffinder/index.jsp) revealed that these DPMP-shoots-up genes are highly enriched for known defense-associated promoter motifs such as the hexameric motif TTGACT (p = 2.92E-38) that matches the WRKY-binding W box element (TTGACC/T)^44^. 

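Gene ontology terms were not analysed here. The nearest measure in the reference annotation to signal transduction is the word kinase in a gene's product description. Of the 442 DPMP-shoots-up genes with annotation, 51 (11.5%) had such a description, against 606 of the other 11665 tested genes (5.2%). The odds ratio was 2.38 (one-sided Fisher's exact test, p = 2.42e-07, adjusted p = 1.69e-06 over the 7 tests). With the tested genes of the paper's own DPMP-shoots-up list in place of the genes called here, 73 of 616 genes had the word in their description, and the odds ratio was 2.51 (Fisher's exact test, p = 1.49e-10).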

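The TTGACT hexamer was counted on either strand of the 1000 bases upstream of each annotated gene start in TAIR10.1. It occurred at least once for 268 of the 442 DPMP-shoots-up genes with annotation (60.6%) and for 5786 of the other 11665 tested genes (49.6%). The odds ratio was 1.56 (one-sided Fisher's exact test, p = 3.09e-06, adjusted p = 1.08e-05 over the 7 tests). The largest shift among the alternatives chosen before the data were examined came with 500 bases in place of 1000, where 44.6% of the DPMP-shoots-up genes and 30.4% of the others had the hexamer (odds ratio 1.84, Fisher's exact test, p = 5.1e-10). The whole DPMP-shoots-up list of Supplementary Table S1, set against all other annotated genes of the nuclear chromosomes, gave 65.1% and 49.8% (odds ratio 1.88, Fisher's exact test, p = 2.94e-23), a comparison chosen after seeing the data.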

Also, a TGA box core motif (TGACG) was represented in the significantly enriched hexamer TTGACG (p = 2.41E-05). 

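TTGACG occurred at least once in the 1000 upstream bases of 134 of the 442 DPMP-shoots-up genes (30.3%) and of 3018 of the other 11665 tested genes (25.9%). The odds ratio was 1.25 (one-sided Fisher's exact test, p = 0.0221, adjusted p = 0.0258 over the 7 tests). For the whole DPMP-shoots-up list of Supplementary Table S1 against all other annotated genes, chosen after seeing the data, the shares were 29.4% and 25.1% (odds ratio 1.24, Fisher's exact test, p = 0.00119).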

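Photosynthesis genes were taken as those whose product description in the annotation names a photosystem, light harvesting, chlorophyll a/b binding, ribulose bisphosphate carboxylase or plastocyanin. The 46 tested genes of this group had a median log2 fold change of -0.28 in shoots, below all but 0.05% of 10000 random lists of the same size matched on mean expression. Genes within these libraries are not replicates, so this percentile describes the libraries. Of the 46 genes, 31 had a negative log2 fold change, and 20 had both DPMP replicates below both mock replicates against 1 with both above. At an unadjusted p-value under 0.05 there were 7 lower and 0 higher genes, and of the 46 only Lhca6 (AT1G19150) passed the adjusted threshold, with a log2 fold change of -1.75 (standard error 0.30, adjusted p = 0.0167 from limma). The central 95% of the lists lay between -0.18 and 0.16. The median and its place among the lists depended on single libraries. With each of the 4 shoot libraries left out in turn it lay between -0.461 and -0.011, and 2 of these values, -0.106 and -0.011, were inside that central range. The lowest gene of the group, AT2G07732, shares its sequence with an organelle genome, and without it the median was -0.23 and lay below all but 0.6% of the random lists. Supplementary Table S1 lists 3 genes of this description as DPMP-shoots-down, 2 of them in the range used here.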

Interestingly, DPMP-shoot-down genes feature, along with “response to stress” and “abiotic/biotic stimuli”, the additional enriched GO term “electron transport or energy pathways”, which also includes genes involved in photosynthesis (see Supplementary Table S1). Defense responses are associated with increased demands for energy and plant respiration is highly stimulated during plant defense responses^45^. In contrast, studies on photosynthesis and plant defense have shown that photosynthetic metabolism is repressed locally during plant defense^45^,^46^,^47^. It has been suggested that this might be due the high sensitivity of the photosynthetic apparatus for ROIs produced during the defense-associated oxidative burst^45^.

Comparison of sets of genes that were induced by pathogens or known elicitors revealed that 63% of all DPMP-shoots-up gene members are also inducible by the SA analogs DCA, INA and/or BTH^30^,^48^. This may indicate that, like DCA, INA and BTH, DPMP also acts as a partial agonist of SA and mimics some SA functions (Fig. 7a). Additionally, 62% of all DPMP-shoots-up gene members are also responsive to infections with the oomycete *Hpa,* the bacterium *P. syringae* and/or the powdery mildew fungus *Erysiphae orontii* (Fig. 7b). Transcriptional responses triggered by these virulent pathogens are associated with basal defense^49^,^50^,^51^.

We previously described the *ACID (Associated with Chemically Induced Defense*) cluster as a set of genes strictly associated with defense activation by two separate synthetic elicitors, DCA and INA^30^. Comparison of this cluster with the set of high dose (hd)-BHTC-shoots-up genes, we recently described^31^, and the set of DPMP-shoots-up defined a set of 75 genes that are commonly up-regulated by four distinct synthetic elicitors (DCA, INA, BHTC and DPMP). 

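The paper names these 75 genes SUPER-ACIDs, and 47 of them lie in the range used here. Their median log2 fold change in shoots was 2.83, above all of 10000 random lists of 47 genes matched on mean expression, and single genes ranged from 0.93 to 6.24. All 47 genes had both DPMP replicates above both mock replicates, and 45 had an adjusted p-value under 0.05 from limma. The set was defined in part from these same libraries, so its rise in shoots follows from its definition. The median was 2.42 in replicate 1 and 3.31 in replicate 2. It was 3.68 with a pseudocount of 0.1 in place of 1, the alternative that moved it most. In roots, which had no part in the definition, the median log2 fold change was 0.20, also above all of 10000 matched lists, whose central 95% lay between -0.14 and 0.08. The median depended on single libraries, since it lay between 0.083 and 0.391 when each of the 4 root libraries was left out in turn. Both DPMP replicates were above both mock replicates for 22 of the 47 genes and below for 2, while 12 were higher at an unadjusted p-value under 0.05 and 0 at an adjusted p-value under 0.05. Supplementary Table S1 lists 9 of the 47 genes as DPMP-roots-up. The set was chosen for its rise in shoots, so shoot material in the root libraries would raise it too. Lists matched on expression do not account for this, and its part in the root median was not tested.

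**Figure D2:**
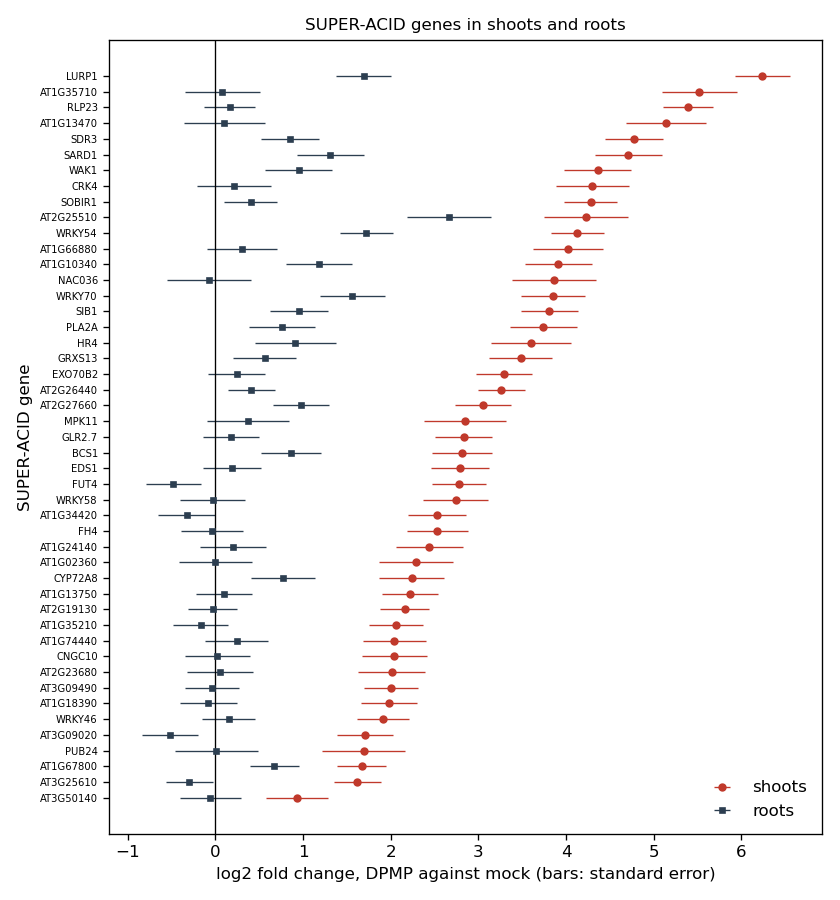
Log2 fold change (DPMP against mock, with its standard error as a bar) of the 47 SUPER-ACID genes in shoots (red circles) and in roots (dark squares), sorted by the value in shoots. In shoots all genes lie between 0.93 and 6.24, and in roots they lie between -0.52 and 2.66.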

We termed this set *SUPER-ACID*s (see Supplementary Fig. S4 and Supplementary Table S1), as its members are particularly tightly associated with chemically induced disease resistance. Enriched gene ontology (GO) terms^43^ suggested that collective roles of *SUPER-ACID*s are in “response to stress” and “abiotic/biotic stimuli” as well as “signal transduction” (Table 1). 

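Of the 47 SUPER-ACIDs in the range used here, 9 (19.1%) had the word kinase in their product description, against 648 of the other 12060 tested genes with annotation (5.4%). The odds ratio was 4.17 (one-sided Fisher's exact test, p = 0.000822, adjusted p = 0.00144 over the 7 tests). This test was added after the data had been seen. The 9 genes include WAK1 (AT1G21250, log2 fold change 4.36 in shoots), SOBIR1 (AT2G31880, 4.28), CRK4 (AT3G45860, 4.30) and MPK11 (AT1G01560, 2.85). With all 75 SUPER-ACIDs against all other annotated genes of the nuclear chromosomes, 16 of 75 had the description (21.3% against 3.6%, odds ratio 7.21, Fisher's exact test, p = 1.07e-08).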

Also the *SUPER-ACID* cluster contains many known defense-related genes and is highly enriched for genes associated with kinase activity (p = 2.808e-08) and the cellular components of plasma membrane (p = 5.920e-05), extracellular (p = 8.781e-03) and nucleus (p = 0.044). Furthermore, the analysis of promoter motifs of this cluster using the TAIR motif analysis tool revealed that these *SUPER-ACID*s are highly enriched for known defense-associated promoter motifs such as the hexameric motif TTGACT (p = 9.37e-151) that matches the WRKY-binding W box element (TTGACC/T)^44^. 

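Of the 47 SUPER-ACIDs, 30 (63.8%) had at least 1 TTGACT in the 1000 bases upstream, against 6024 of the other 12060 tested genes (50.0%). The odds ratio was 1.77 (one-sided Fisher's exact test, p = 0.0392, which is also its adjusted value over the 7 tests). For all 75 SUPER-ACIDs against all other annotated genes, a comparison chosen after seeing the data, the shares were 65.3% and 50.2% (odds ratio 1.87, Fisher's exact test, p = 0.00575). The paper's p-value for this hexamer, from the TAIR motif tool, is far smaller. The Fisher tests here did not reproduce a value of that size.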

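TTGACG occurred upstream of 20 of the 47 SUPER-ACIDs (42.6%) and of 3132 of the other 12060 tested genes (26.0%), with an odds ratio of 2.11 (one-sided Fisher's exact test, p = 0.01, adjusted p = 0.014 over the 7 tests). For all 75 SUPER-ACIDs against all other annotated genes, chosen after seeing the data, the shares were 38.7% and 25.2% (odds ratio 1.87, Fisher's exact test, p = 0.00716). Here too the p-value printed in the paper is far smaller and was not reproduced.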

Also, a TGA box core motif (TGACG) was represented in the significantly enriched hexamer TTGACG (p = 297e-80). Additionally, almost all (97%) *SUPER-ACID* members are also responsive to infections with *Hpa, Pst*and/or *E. orontii* (see Supplementary Fig. S5). All of these results support the conclusion that *SUPER-ACID*s are important for disease resistance, and tightly associated with successful pathogen defense.

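In roots, 17 of the 12150 tested genes differed between DPMP and mock at an adjusted p-value under 0.05 from limma, 12 of them higher and 5 lower. At an unadjusted p-value under 0.05 there were 446 higher and 564 lower genes, where 607.5 in total would be expected by chance. With the replicate number as a block, 9 genes were higher and 3 lower, and the correlation of same-numbered root libraries was -0.014. No DPMP and mock libraries of a root replicate shared a lane, so no comparison within a lane could be made. The alternative that moved these counts most in number was leaving out the filter on low values, with 24 higher and 27 lower genes. Fitting roots without shoots left 0 higher and 0 lower genes, so no call held without the shoot libraries in the estimate of spread.
Of the DPMP-roots-up genes of Supplementary Table S1, 117 were tested here, and 116 of them had both DPMP libraries above both mock libraries. Of these 117 genes, 110 had an unadjusted and 10 an adjusted p-value under 0.05 from limma. Of the DPMP-roots-down genes, 185 were tested, all 185 had both DPMP libraries below both mock libraries, and 170 had an unadjusted and 5 an adjusted p-value under 0.05. The median log2 fold changes were 1.31 and -1.14, where the paper's medians for the same genes are 1.66 and -1.46. Across the 302 listed genes the Pearson correlation with the paper's log2 fold changes was 0.967 and the Spearman correlation 0.904, from the same libraries. Among genes that passed the adjusted threshold, the largest increases were those of ARD3 (AT2G26400, log2 fold change 3.42, adjusted p = 0.0287), AT2G30670 (3.23, adjusted p = 0.00359) and AT3G28510 (3.11, adjusted p = 0.0398), all from limma. With the replicate number as a block the adjusted p-value of AT3G28510 was 0.0864.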

In roots, the number of DPMP-responsive DEGs was lower (558 DEGs), with 207 up-regulated (DPMP-roots-up) and 351 down-regulated genes (DPMP-roots-down) (see Supplementary Table S1 & Supplementary Fig. S3). However, the set of DPMP-roots-up genes shares similar putative collective roles with DPMP-shoots-up members. As in the case of DPMP-treated shoots, enriched gene ontology (GO) terms showed that this set also contains genes with likely collective roles in “response to stress” and “abiotic/biotic stimuli” as well as “signal transduction” (Table 1). Moreover, this set also contains established defense marker genes like *PR2, LURP1, CaBP22* and *WRKY* genes. 

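PR2 (AT3G57260, chromosome 3, 21188397 to 21189967) had 3.05 ± 2.52 RPKM (SD, n = 2) with DPMP and 0.724 ± 0.629 RPKM with mock, a log2 fold change of 1.13 (standard error 0.80, adjusted p = 0.729 from limma). LURP1 had 5.53 ± 2.30 and 0.957 ± 0.0968 RPKM, a log2 fold change of 1.69 (standard error 0.31, adjusted p = 0.114). Of the EF-hand genes, AT2G41090 had 7.82 ± 5.38 and 1.13 ± 0.433 RPKM (log2 fold change 1.91, standard error 0.41, adjusted p = 0.14), and AT3G47480 had 7.03 ± 2.61 and 0.637 ± 0.206 RPKM (log2 fold change 2.26, standard error 0.43, adjusted p = 0.117). WRKY70 had 23.5 ± 8.73 and 7.42 ± 3.62 RPKM, a log2 fold change of 1.56 (standard error 0.37, adjusted p = 0.185). For each of these 5 genes both DPMP replicates lay above both mock replicates, and none passed the adjusted threshold. Of the 33 tested WRKY genes, 10 had both DPMP replicates above both mock replicates in roots, and 6 had both below. For an unchanged gene, such separation in either direction has a chance of 0.333. None passed the adjusted threshold, while 3 WRKY genes were higher and 3 lower at an unadjusted p-value under 0.05. The log2 fold change was positive for 18 of the 33 genes, for 20 after quantile normalization and for 22 after median-ratio scaling. WRKY54 had a log2 fold change of 1.72 in roots (adjusted p = 0.108).
The paper's Methods describe that the zone between root and shoot was discarded. The level of PR2 in DPMP-treated roots was 0.054% of its level in DPMP-treated shoots in replicate 1 and 0.222% in replicate 2. For shoot material with the PR2 level of the shoot libraries, the share of shoot sequence is at most this, before counting error. In replicate 1 PR5 gave a lower limit. This share would bring 1.195 RPKM of PR5, where the rise was 0.905 RPKM. Counting error could cover that gap, with an estimated 48 reads of PR2 and 26 of PR5 in that DPMP library. At the share from PR2, at most 0.335 and 2.10 RPKM of LURP1 would come from shoots, of a rise of 2.87 and 6.27 RPKM. For WRKY70 it would be at most 0.104 and 0.591 RPKM, of a rise of 12.5 and 19.7 RPKM. For PR2 itself this comparison sets no limit.

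**Figure D3:**
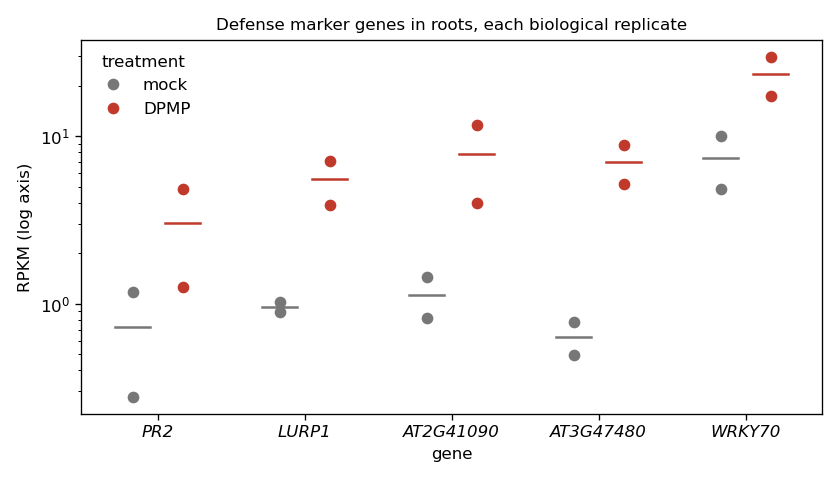
RPKM values (log axis) of PR2, LURP1, AT2G41090, AT3G47480 and WRKY70 in roots, with a point for each of the 2 replicates and a line at their mean, mock in grey and DPMP in red. The DPMP points lie above the mock points of each gene, by the least for PR2, where the lower DPMP point is at 1.27 RPKM and the higher mock point at 1.17 RPKM.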

Genes down-regulated by DPMP treatment in root tissues further contain genes related to “response to stress” and “abiotic/biotic stimuli”. These results indicate that the role of DPMP-root members is also likely related to defense responses.

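Among genes that passed the adjusted threshold in roots, the largest decreases were those of AT1G52820, AT2G39040 and AGP30. AT1G52820 (chromosome 1, 19669005 to 19670427) is annotated as a 2-oxoglutarate and Fe(II)-dependent oxygenase and fell by 2.99 on the log2 scale (standard error 0.32, adjusted p = 0.0218 from limma), from 68.0 ± 32.2 RPKM (SD, n = 2) with mock to 7.24 ± 0.809 RPKM with DPMP. AT2G39040, annotated as a peroxidase, had a log2 fold change of -2.18 (standard error 0.24, adjusted p = 0.0222 from limma). AGP30 (AT2G33790), an arabinogalactan protein gene, had a log2 fold change of -2.17 (standard error 0.24, adjusted p = 0.0222, and 0.0577 with the replicate number as a block). In DPMP-treated and mock-treated shoots, AT2G39040 had means of 0.0169 and 0.118 RPKM, and AGP30 of 0.0391 and 0.136 RPKM. These values near 0 also entered the spread that all groups share. With roots fitted alone, the adjusted p-values from limma were 0.383 for AT1G52820, 0.386 for AT2G39040 and 0.383 for AGP30. With a pseudocount of 0.1 they were 0.0419, 0.173 and 0.228. Of the 5 genes that passed the threshold as lower, 2 are annotated as peroxidases, AT2G39040 and AT1G34510. The log2 fold change in roots fell with transcript length (Spearman correlation -0.215 across the 12107 tested genes with annotation, which are not independent replicates).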

### DPMP induces hormesis-like responses similar to BHTC in Arabidopsis

Interestingly, similar to the synthetic elicitor BHTC, DPMP significantly enhanced root length of plate-grown Arabidopsis plants at concentrations below 1 μM, while high doses of DPMP reduced Arabidopsis root growth. In these assays, plants were grown on various concentrations of DPMP-containing ^1^/_2_ MS agar plates for 14 days. At concentrations 0.01 μM and 0.1 μM DPMP significantly enhanced the root length of Arabidopsis plants, while at concentrations above 1 μM inhibition of root growth was observed (Fig. 8). The reduction of root growth on 10 μM DPMP may be due to phytotoxic effects of this compound or due to re-allocation of metabolic resources away from growth-related processes to defense induction. Our data shown in Supplementary Fig. S1 suggest that DPMP at this concentration is not toxic to Arabidopsis. Interestingly, growth penalty effects are commonly observed when plant immunity is constantly induced due to mutations^52^,^53^. Thus, most likely DPMP causes at high doses reallocation of critical resources to defense reactions. This can be clearly seen by the massive induction of defense gene expression.

## Discussion

In this study, we identified and characterized the phenyl-imino-methyl-phenol (PMP) derivative DPMP as a particularly potent novel synthetic elicitor. DPMP strongly induced *CaBP22*^*−333*^*::GUS* reporter gene expression. Furthermore, it induced disease resistance against two phylogenetically distinct pathogens (*Hpa*Noco2 and *Pst*). Its defense-inducing activity is transient and strong, as it activates immune reactions at concentrations 10-fold lower than most previously identified SA analogs without being directly toxic to pathogens. DPMP is the most potent compound of those synthetic elicitor candidates we so far characterized^20^,^30^,^31^ with an unusually low estimated EC_50_ value of 514 nM. Low active concentrations are often correlated with high target affinity, high target specify and low levels of undesired side effects^54^. Interestingly, DPMP consists of two separate moieties, which could be released in planta and independently induce plant immune responses. Both of these moieties are linked by a labile imine bridge, which can subject to hydrolysis in the aqueous environment this compound encounters in plant tissues.

Our mode-of-action analysis of DPMP using Arabidopsis defense mutants revealed that DPMP acts downstream from SA biosynthesis and SA accumulation or acts independently from these defense-related processes. However, the defense-inducing activity of DPMP was completely blocked in the *npr1-3* mutant and partially reduced in the *wrky70-3* mutant. Based on these results, we propose that DPMP activates the NPR1-dependent branch of the defense-signaling network. It seems further to partially require WRKY70-dependent defense signaling processes for its activity. Although, DPMP activity is completely dependent on NPR1, similar to that of SA and the well-characterized SA analogs INA and BTH^21^,^22^,^26^,^29^,^55^, its active concentration is 10-fold lower than that of INA and its activity is transient unlike that of INA and BTH, which induce sustained disease resistance in plants.

Furthermore, DPMP is functionally distinct from our previously characterized synthetic elicitors DCA and BHTC. Unlike DCA, it is completely dependent on NPR1 and unlike BHTC, it is still active in *wrky70-3* plants. Based on its low EC_50_ value, the affinity of DPMP for its target protein(s) might be higher than that of other synthetic elicitors, such as INA, DCA or BHTC. Differences in the genetic requirements for synthetic elicitor activity further suggest that DPMP interacts either with different targets than DCA, BHTC or INA, or that it interferes with common targets of these synthetic elicitors in a distinct manner. Combined, these results made DPMP an interesting new bioactive compound for further studies.

With 3,5-DCSAL and *m*-anisidine we identified two possible metabolic conversion products of DPMP, which independently possess synthetic elicitor activity. It is possible that 3,5-DCSAL gets further oxidized to 3,5-dichloro salicylic acid (3,5-DCSA) *in planta*. 3,5-DCSA is a known active analog of SA and has been tested along with other SA derivatives in studies on plant defense induction^24^,^56^. It was shown that 3,5-DCSA, 4-chloro salicylic acid (4-CSA), and 5-chloro salicylic acid (5-CSA), functionally mimic SA in plants, induce *PR1* gene expression and enhance disease resistance to TMV infection in tobacco^24^. Also, 3,5-DCSA primed Arabidopsis plants for enhanced induction of defense similar to SA, BTH and the SA-derivatives 4-CSA, and 5-CSA^57^,^58^,^59^,^60^. Wu *et al.*^61^ reported that NPR1 directly binds to SA in an equilibrium dialysis assay with the Kd value about 140 nM. In addition to SA, they showed that 4-CSA, 5-CSA and 3,5-DCSA bind to NPR1 with similar or slightly higher affinity than SA but not inactive analogs of SA (catechol, methyl-salicylate, 4-hydroxy benzoic acid and 3-hydroxy benzoic acid)^61^. This observation is also consistent with our finding that the activity of DPMP is blocked in *npr1-3* mutants. Since release of 3,5-DCSAL may be mainly responsible for the defense-inducing activity of DPMP, this molecule may act after oxidation to 3,5-DCSAL by binding to NPR1.

The imprimatins C1 and C2, which also contain imine bonds, and their potential breakdown products 4-chlorobenzoic acid (4-CBA) and 3,4-dichlorobenzoic acid (3,4-DCBA) were identified as enhancers of pathogen-induced cell death in Arabidopsis suspension culture as well as inducers of disease resistance against both avirulent and virulent *Pst* in Arabidopsis^41^. It was also shown that 3,5-dichlorobenzoic acid (3,5-DCBA) exhibits a stronger defense-inducing activity than 3,4-DCBA and that 3,4-DCBA is stronger than 4-CBA^30^,^41^. These results indicate that the levels of bioactivity of these compounds depend on the number and the position of chlorine substituents at their benzene rings. At the 3-, 4- and 5-positions chlorines seem to enhance defense activation. 3,5-DCBA shares a common dichlorinated benzoic acid core structure with INA and DCA. The exchange of a carbon atom by a nitrogen atom at position 4 of the ring converts 3,5-DCBA to INA, while the addition of an amino group to a position 2 of the ring converts it to DCA. Compared to 3,5-DCBA, DCA and INA more efficiently induced *CaBP22*^*−333*^*::GUS* expression and defense activation against *Hpa* in our assays^30^ and DPMP is more potent than both DCA and INA.

To our knowledge, we showed here for the first time that DPMP and one of its possible metabolic products, 3,5-DCSAL, induce basal defense against virulent *Hpa*Noco2 and that DPMP induces plant defense against *Pst*. DPMP and 3,5-DCSAL share a dichloronated aromatic six-member ring, in addition to a hydroxyl group at position 2. This substituted benzene ring core structure represents the most efficient synthetic elicitor class (regarding efficiency against *Hpa* and *Pst* in Arabidopsis) we have tested so far. Although Wu and co-workers^61^ found SA and SA derivatives to show similar levels of NPR1 affinity in their *in vitro* binding studies, our results, along with those of others, suggest that subtle structural differences of these compounds affect their *in vivo* activity and, thus, the strength of the disease resistance they mediate against pathogens. Such structural differences may alter affinities of these molecules for target proteins under *in vivo* conditions. Alternatively, these changes might affect the efficiency of uptake, metabolic conversions or systemic dispersal they encounter *in planta* or their *in vivo* stability.

In addition to 3,5-DCSAL, a second possible metabolic product of DPMP, *m*-anisidine, also has defense-inducing activity. At concentrations of 400 μM and 600 μM, *m*-anisidine mediated immunity against *Hpa* and *Pst* (Fig. 7c,d). To our knowledge, *m*-anisidine has not been described as plant defense inducer before. Similar to DPMP this compound also requires NPR1 for defense induction.

DPMP is only one PMP representative identified in our original high throughput synthetic elicitor screen. We found DPMP and CMP974 to be the most efficient defense inducers of a set of 11 tested PMP-related compounds. Both molecules contain a 3,5-DCSAL-related moiety, which most likely is responsible for their strong defense inducing activity. Four additional PMP-related compounds protected Arabidopsis against *Hpa*. However, these compounds are less efficient than DPMP and CMP974. Two of them, CMP993 and CMP508, contain moieties that are similar to 3,5-DCSAL featuring an aromatic six-member ring with a hydroxyl group and a chlorine at position 5. The lack of an additional chlorine may be the reason for the weaker defense induction compared to 3,5-DCSAL-containing PMPs. The remaining two moderately active PMP-related defense inducers, CMP318 and CMP686, do not contain moieties similar to 3,5-DCSAL or *m*-anisidine. Five additional PMP-related compounds we tested did not trigger defense against *Hpa* at the tested concentrations and they seem less active compared to others. However, they may induce efficient plant defense responses at higher concentrations. Taken together, PMPs and related compounds are a large and structurally diverse class of synthetic elicitors that have the potential to be highly efficient.

In both shoots and roots, the application of DPMP triggered typical defense-associated transcriptional profiles. The set of DPMP-shoots-up genes largely overlap with genes induced by the known SA mimics DCA, INA and BTH defining DPMP as a new SA analog. Although DPMP seems to acts as a partial agonist of SA mimicking some SA functions, it also induces expression of 388 genes that are uniquely targeted by this compound.

Interestingly, we found that, like BHTC, DPMP triggered hormetic effects and significantly enhanced root length of plate-grown Arabidopsis plants when applied at concentrations below 1 μM, while high doses of DPMP reduced Arabidopsis root growth and induced defense gene expression. The hormetic effects of BHTC were tested in a set of defense and auxin signaling-mutants. These data suggested that the WRKY70 transcription factor contributes to BHTC-induced immunity along with hormetic root elongation. Although, most of the tested auxin-signaling mutants did not exhibit clear effects on BHTC-mediated hormesis, the *axr1-3* and *slr-1* mutants were compromised in this response^31^. Further studies with DPMP, in addition to BHTC, may reveal common and distinct roles of these two synthetic elicitors in hormesis and may also uncover links between plant immunity and hormetic growth effects.

## Materials and Methods

### Arabidopsis Growth Conditions, Plant material, Pathogen Infections and Tissue-Staining

Arabidopsis *(Arabidopsis thaliana*) plants were grown on soil or media under fluorescent lights (16 h of light/8 h of dark, 23 °C, 100 μE m^−2^ s^–1^) unless otherwise noted. The Arabidopsis mutants *wrky70-3*^39^, *pad4-1*^33^, *ndr1-1*^62^*, sid2-2*^63^, *npr1-3*^35^,^36^, *nahG*^64^ have been described. *Hyaloperonospora arabidopsidis (Hpa*) was grown and propagated as described previously^65^. *Hpa* infection assays were performed with either 2- or 3 week-old Arabidopsis seedlings. Although we have not observed any effect of this age-difference on the outcome of our experiments, we consistently performed each set of experiments (including all controls) with seedlings of a defined age (2- or 3-week old). Two- or three-week old Arabidopsis plants were spray-infected with *Hpa*Noco2 spore suspensions at 3 × 10^4^ spores ml^–1^ with Preval sprayers (http://www.prevalspraygun.com). Plants were scored for *Hpa* growth 7 days post infection (dpi) by counting spores/seedlings using a hemicytometer to determine the spore density of a suspension of 10 or 20 infected seedlings per 1 ml of water. The Student’s *t-*test was used to determine if the effects of the mutations or chemical treatments on sporulation were statistically significant. Trypan blue staining was performed as described previously^65^.

Arabidopsis plants were dip inoculated with *Pseudomonas syringae* pv *tomato* DC3000 (*Pst*) with an indicated inoculum concentration (optical density at 600 nm). For these experiments, infections and scoring were performed as described previously^66^. Plants were also visually scored for disease symptoms 2 days after inoculation. To test for a potential direct toxic activity of DPMP against bacteria *Pst* DC3000 grown in liquid culture with relevant synthetic elicitor, mock solution or 100 μg mL^−1^ hygromycin (Hyg). The optical density at 600 nM was measured at 0 hour (h), 4 h, 8 h, 12 h, 16 h, 20 h, 24 h after inoculation^30^.

### Pathogen infection experiments with tomato

Tomato (*Solanum lycopersicum*) plants cv. Moneymaker were grown, *Ps*t-infected and treated as previously described^31^ with either 50 μM DPMP or a mock treatment containing DMSO solvent.

### Analysis of GUS Activity and Treatment of Homozygous *CaBP22* ^–333^ *-promoter*::*GUS* with Synthetic Elicitor

Arabidopsis seedlings were grown in 96-well plates, treated with synthetic elicitors, and then stained (histochemically) for *GUS* expression as was previously described^30^.

### Synthetic Elicitors

DPMP (CSA# 303770-66-3), 3,5-DCSAL (CSA# 90-60-8) and *m*-anisidine (CSA# 536-90-3), CMP500 (MDL# MFCD00728745) and CMP974 (CSA# 20114-85-6) were all ordered from Sigma-Aldrich (https://www.sigmaaldrich.com). CMP993 (CSA# 414901-51-2), CMP762 (CSA# 857254-99-0), CMP24 (CSA# 414906-43-7), CMP508 (CSA# 350509-46-5), CMP686 (CSA# 1164456-88-5), CMP447 (CSA# 414880-47-0), CMP673 (CSA# 125741-51-7) were ordered from Interchim (https://www.interchim.com). CMP782 (CSA# 414897-80-6) and CMP318 (CSA# 59395-02-7) were purchased from Ryan Scientific (https://www.ryansci.com).

### Synthetic Elicitor Treatment before Pathogen Infection

Stock solutions of all synthetic elicitors were prepared in 100% DMSO. Stock solutions were diluted in water and 2 ml/pot sprayed on soil-grown plants at the indicated times and concentrations with Preval sprayers. Final DMSO concentrations never exceeded 2.5%. To test for chemically induced disease resistance, the plants were sprayed with 2 ml/pot of chemicals at the indicated concentrations and times prior to pathogen challenge. Disease symptoms were analyzed as described above.

### Arabidopsis Root Growth Assays

Col-0 seeds were surface-sterilized in a 75% ethanol then 0.02% Triton X, 10% bleach and water solution, for 10 and 15 min respectively. Seeds were then rinsed with sterile water and plated on solid media containing: ½ MS (Murashige and Skoog), 1.5% agar, 3% sucrose and defined concentrations of synthetic elicitors or the equivalent concentration of DMSO (control). Seeds were stratified for two days at 4 °C and then placed vertically under fluorescent lights. Plates were scanned at 3, 5, 7, 11, and 14 days after stratification and root lengths were measured using ImageJ^67^.

### Transcriptome-profiling by mRNA-seq of plate-grown Arabidopsis seedlings

Col-0 seeds were surface-sterilized in 75% ethanol and a 0.02% Triton X, 10% bleach solution, for 10 and 15 min respectively. Seeds were then rinsed with sterile water and plated on solid media containing ½ MS (Murashige and Skoog), 1.5% agar, 3% sucrose and 3 μM of BHTC or solvent only (0.1% DMSO). Seeds were stratified for two days at 4 °C and then placed on plates which were vertically positioned under fluorescent lights. After 14 days, plant tissue was separated into shoot and root parts using a blade. To prevent any tissue contamination, seedlings were cut into three parts, and root-shoot intersection areas were discarded. Total RNA was isolated from shoot and root separately by using TRIZOL (Invitrogen, http://www.invitrogen.com). RNA was processed and libraries were prepared with the NEBNext Ultra RNA library prep kit by following manufacturer’s instruction (New England Biolabs, http://www.neb.com). For each treatment type root and shoot tissues were separately analyzed. We performed two independent biological replicates for each experimental condition and sequenced the respective libraries using the Illumina HiSeq2500 platform. Sequence reads were analyzed using TopHat for alignment of reads to the TAIR10 Arabidopsis genome annotation. Differentially expressed genes (DEGs) were identified by comparing read counts from DPMP-treated samples versus their respective mock controls by EdgeR using a Bonferroni-corrected false discovery rate (FDR)-cut off of 0.05. All mRNA-seqdata generated for this study were deposited in the NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/) data under the accession number GSE75288.

Comparisons between sets of DPMP-responsive genes and sets of genes responding to other stimuli were done using Venny 2.1, (http://bioinfogp.cnb.csic.es/tools/venny/). The respective gene sets represent all genes that were reported in the cited publications to be significantly up- or –down regulated.

## Additional Information

**How to cite this article**: Bektas, Y. *et al.* The Synthetic Elicitor DPMP (2,4-dichloro-6-{(E)-[(3-methoxyphenyl)imino]methyl}phenol) Triggers Strong Immunity in *Arabidopsis thaliana* and Tomato. *Sci. Rep.* **6**, 29554; doi: 10.1038/srep29554 (2016).

## Supplementary Material

Supplementary Table S1

Supplementary Figures

## Figures and Tables

**Figure 1:**
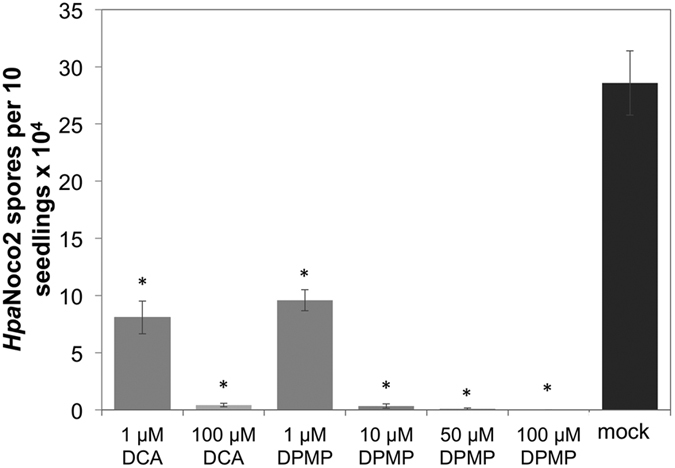
Dose-response analysis of DPMP-induced immunity of Arabidopsis against *Hpa*. Dose response curve for DPMP-elicited immunity against *Hpa*. Three-week-old seedlings were sprayed once with DPMP or DCA at the indicated concentrations or the mock solution (solvent only) 24 h prior to *Hpa*Noco2 (3 × 10^4^ spores mL^−1^) spray infection. All DPMP or DCA concentrations contain same amount of DMSO (0.2% DMSO). The same concentration of DMSO was used as mock treatment. *Hpa* spores were counted 7 days post infection. Data from three independent experiments were analyzed by one-way analysis of variance (one-way AOV) followed by levene’s homogeneity test. Dunnett’s test was used to compare mock vs treatments (P < 0.001). Spore numbers that are significantly reduced after synthetic elicitor treatments compared to mock-treatments were indicated by asterix.

**Figure 2:**
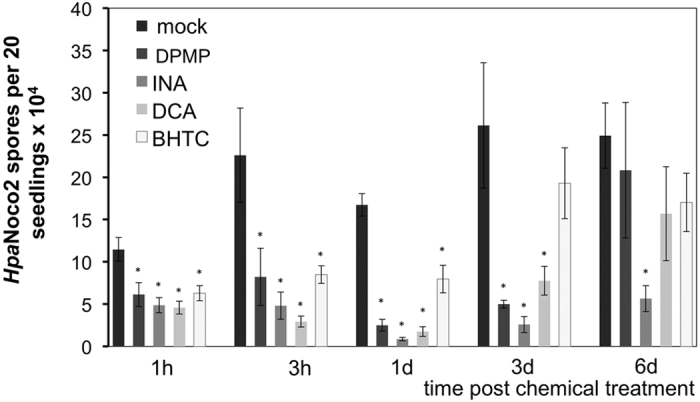
Kinetic analysis of DPMP-induced disease resistance against *Hpa.* Two-week-old Col-0 seedlings were sprayed with 10 μM DPMP or 100 μM INA, DCA or BHTC or mock solution (0.2% DMSO) at the indicated times prior to *Hpa*Noco2 (3 × 10^4^ spores mL^−1^) spray-infection. *Hpa* spores were counted 7 days post infection. Mean and SE values were calculated from a minimum of three biological replicates and the average of those is shown above. Spore numbers that are significantly reduced after synthetic elicitor treatments compared to mock-treatments based on Student *t*-test (p < 0.05) are marked by asterisks.

**Figure 3:**
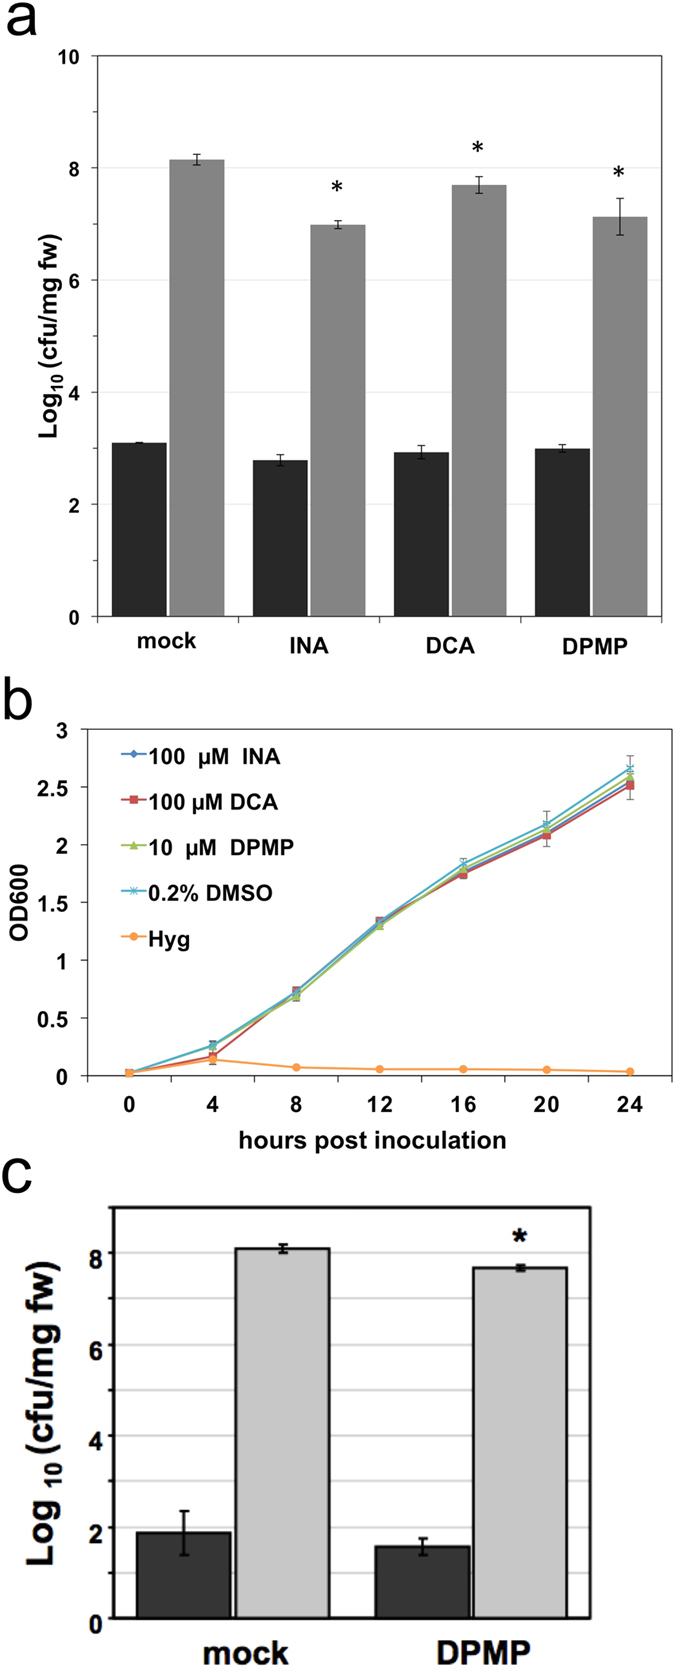
DPMP induces disease resistance against *Pst*. **(a)** Quantification of *Pst* DC3000 growth on Arabidopsis Col-0 plants by the number of colony forming units (cfu). Two-week-old Col-0 seedlings were pre-treated with 10 μM DPMP, 100 μM INA, DCA or mock solution (0.2% DMSO) 24 h prior to dip-inoculation with virulent *Pst* DC3000 (OD_600_ = 0.005). Bacterial titers in the infected tissues were determined at day 0 (black bars) and day 3 (gray bars). Significant differences were identified using Student’s *t*-test (p < 0.05). The error bars are based on technical replicates. The shown data represent a typical example of five nearly identical biological replicates. **(b)** *Pst* DC3000 grown in liquid culture with 10 μM DPMP, 100 μM INA, 100 μM DCA or mock solution (0.2% DMSO) or 100 μg mL^−1^ hygromycin (Hyg). The optical density at 600 nM (OD600), representing the density of bacteria was measured at indicated times after inoculation. Error bars represent the standard error of the mean based on at least 3 independent replicates. **(C)** Tomato plants root drenched with 50 μM DPMP display lower levels of *Ps*t growth in leaves compared to mock-treated (solvent only) plants three days post infection, n  =  3, Student’s *t*-test *p*  =  0.026. The error bars are based on technical replicates. Data shown is representative of at least four independent experiments.

**Figure 4:**
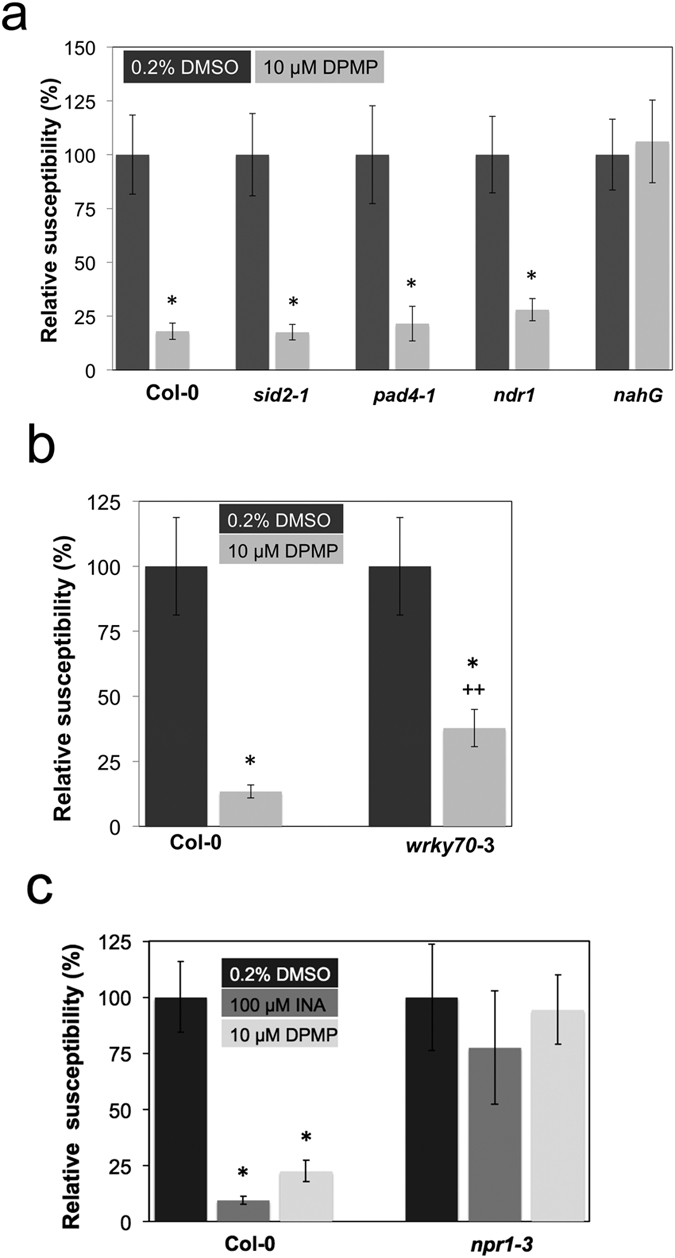
Analysis of DPMP activity in known Arabidopsis defense mutants. (**a,b**) Analysis of DPMP activity in Col-0 plants and Col-0 defense mutants. Three week-old Col-0 seedlings were sprayed with 10 μM DPMP or mock solution (0.2% DMSO) 24 h prior to *Hpa*Noco2 (3 × 10^4^ spores mL^−1^) spray infection. Error bars represent the standard error of the mean based on at least four independent replicates. Relative susceptibility significantly increased in *wrky70* mutants compared to Col-0 after synthetic elicitor treatments based on Student’s *t*-tests (p < 0.05) are marked by a double plus sign (++) (**c**) Analysis of DPMP and INA activity in Arabidopsis Col-0 and the *npr1-3* mutant. Two-week-old Col-0 seedlings were sprayed with 10 μM DPMP, 100 μM INA or mock solution (0.2% DMSO) 24 h prior to *Hpa*Noco2 (3 × 10^4^ spores mL^−1^) spray infection. Error bars represent the standard error of the mean based on at least three independent replicates. In all figures, *Hpa* spores were counted 7 days post infection. 100% equals the respective spore/seedlings value observed in mock-treated controls. Spore numbers that are significantly reduced after synthetic elicitor treatments compared to mock-treatments based on Student’s *t*-tests (p < 0.05) are marked by asterisks.

**Figure 5:**
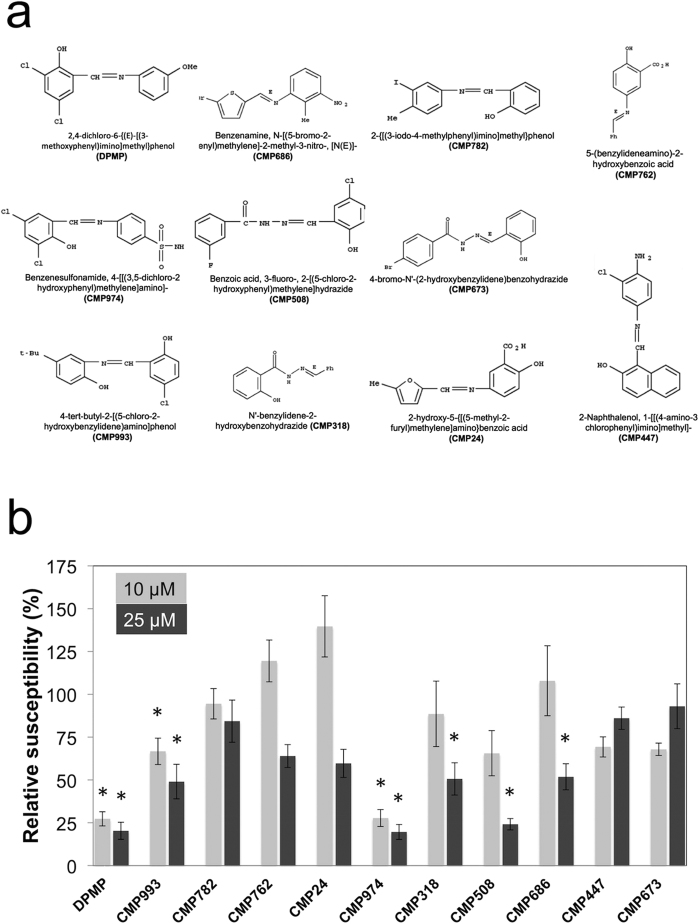
Structure activity analysis of PMP-related compounds. (**a)** Chemical structures of compounds analyzed. **(b)** Relative susceptibility of Arabidopsis against *Hpa*Noco2. Two-week-old seedlings were sprayed with 10 μM or 25 μM of the indicated compounds or their respective mock controls (1% DMSO or 2.5% DMSO respectively) 24 h prior to *Hpa*Noco2 (3 × 10^4^ spores mL^−1^) spray infection. *Hpa* spores were counted 7 days post infection. Shown are relative numbers of spores per seedling compared to values obtained with the respective mock-treated controls. Error bars represent the standard error of the mean based on at least 3 independent replicates. Spore numbers that are significantly reduced after synthetic elicitor treatments compared to mock-treatments based on Student’s *t*-tests (p < 0.05) are marked by asterisks.

**Figure 6:**
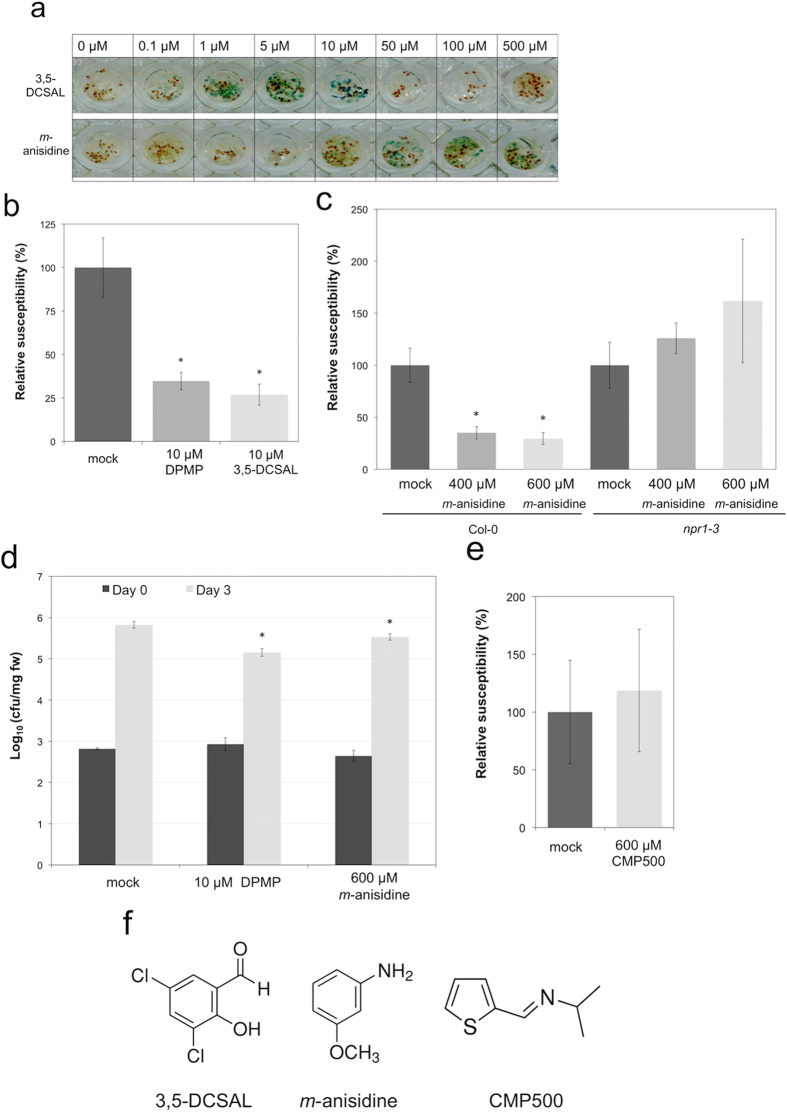
Analysis of possible metabolic products of DPMP and PMP bridge activities. **(a)** X-Gluc histochemical stainings were performed according to protocol described in Material and Methods. Blue/green color of cotyledons indicates induction of the *GUS* gene expression. All histochemical staining analyses were performed three times with similar results. Shown are typical examples. **(b)** Two-week-old seedlings were sprayed with 10 μM DPMP, 10 μM 3,5-DCSAL or mock control (1% DMSO) 24 h prior to *Hpa*Noco2 spray infection. *Hpa* Spores were counted 7 dpi. Mean and SE values were calculated from a minimum of five biological replicates and the average of those is shown above. Spore numbers that are significantly reduced based on Student *t*-test (p < 0.05) are marked by asterisks. **(c)** Two-week-old seedlings were sprayed with 400 μM *m*-anisidine, 600 μM *m*-anisidine or mock control (H_2_O) 24 h prior to *Hpa*Noco2 spray infection. *Hpa* Spores were counted 7 dpi. Mean and SE values were calculated from three biological replicates and the average of those is shown above. Spore numbers that are significantly reduced based on Student *t*-test (p < 0.05) are marked by asterisks. **(d)** *M*-anisidine induces disease resistance against *Pst*. Quantification of *Pst* DC3000 growth on Arabidopsis Col-0 plants by cfu. Two-week-old Col-0 seedlings were pre-treated with 10 μM DPMP, 600 μM *m*-anisidine or mock solution (0.2% DMSO) 24 h prior to dip-inoculation with virulent *Pst* DC3000 (OD_600_ = 0.005). Bacterial titer was evaluated at day 0 (black bars) and day 3 (gray bars). Significant differences were tested using Student *t*-test (p < 0.05). The error bars are based on technical replicates. The shown data represent a typical example of two identical biological replicates. **(e)** Two-week-old seedlings were sprayed 600 μM CMP500 or mock control (H_2_O) 24 h prior to *Hpa*Noco2 spray infection. *Hpa* Spores were counted 7 dpi. Mean and SE values were calculated from three biological replicates and the average of those is shown above. Spore numbers that are significantly reduced based on Student *t*-test (p < 0.05) are marked by asterisks. **(f)** Chemical structures of the compounds analyzed.

**Figure 7:**
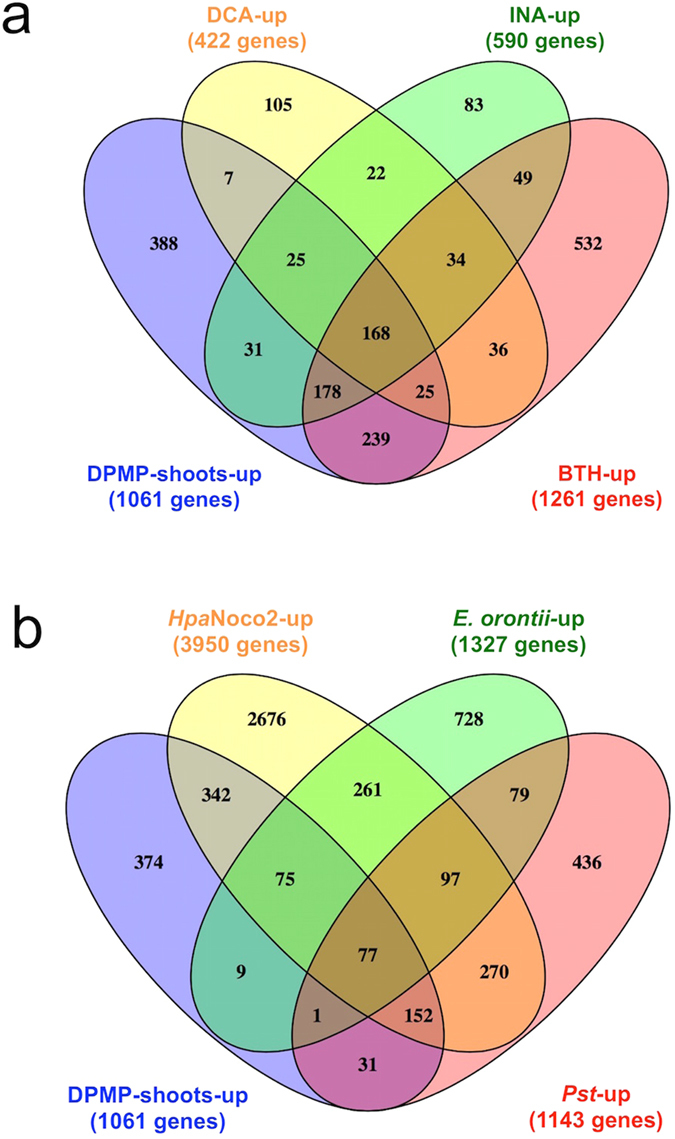
DPMP-triggered transcriptome changes. Venn diagram analysis highlighting differences and similarities between the gene sets that were up-regulated by 3 μM DPMP and the SA analogs DCA, INA or BTH **(a)**, set of Arabidopsis genes up-regulated by *E. orontii*^49^*, Hpa*^50^ and *Pst*^51^** (b).**

**Figure 8:**
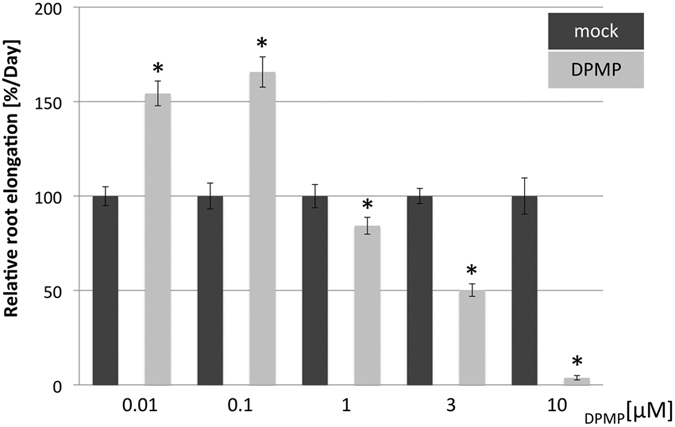
Relative root length of Col-0 plants grown on DPMP. Plants were grown on indicated concentrations of DPMP-containing ^1^/_2_ MS agar plates or the respective control (solvent only) for 14 days and the average relative changes on root length per day compared to mock treatment. Significant differences between DPMP and control-treated plants were determined by Student’s *t*-tests (p < 0.05) and are marked by asterisks.

**Table 1:** Set of Arabidopsis genes significantly differentially expressed in response to DPMP treatment in plate-grown Col-0 seedlings and the set of SUPER-ACID genes.

**Gene Set**	**Number of genes in set**	Enriched GO terms* (with p values)
DPMP-shoots-up	1061	response to stress (p = 1.452e-128);
		response to abiotic or biotic stimulus (p = 1.170e-95);
		signal transduction (p = 1.446e-86);
		transport (p = 3.892e-39);
		other biological processes (p = 3.822e-39)
DPMP-shoots-down	303	electron transport or energy pathways (p = 1.540e-36);
		other metabolic processes (p = 1.037e-11);
		transcription,DNA-dependent (p = 3.319e-08);
		response to stress (p = 9.890e-03);
		abiotic or biotic stimulus (p = 7.598e-03);
		other cellular processes (p = 8.862e-07);
		transport (p = 0.016)
DPMP-roots-up	207	response to stress (p = 1.269e-12);
		response to abiotic or biotic stimulus (p = 1.147e-11);
		signal transduction (p = 1.415e-05);
		transport (p = 2.139e-03);
		other metabolic processes (p = 9.875e-03)
DPMP-roots-down	351	other metabolic processes (p = 1.989e-03);
		response to stress (p = 7.419e-03);
		abiotic or biotic stimulus (p = 7.598e-03);
		other cellular processes (p = 8.862e-07);
		transport (p = 4.095e-03)
*SUPER-ACID*s	75	response to stress (p = 2.313e-31);
		response to abiotic or biotic stimulus (p = 1.742e-27);
		signal transduction (p = 7.759e-22);
		transport (p = 5.216e-12)

# Supplementary material for: The Synthetic Elicitor DPMP (2,4-dichloro-6-{(E)-[(3-methoxyphenyl)imino]methyl}phenol) Triggers Strong Immunity in Arabidopsis thaliana and Tomato
**Source:** Sci Rep. 2016 Jul 14;6:29554. doi: 10.1038/srep29554
**Supplement:** Supplementary Table S1

The Synthetic Elicitor DPMP (2,4-dichloro-6-((E)-[(3-methoxyphenyl)imino]methyl)phenol) Triggers Immunity in *Arabidopsis thaliana* and Tomato

Yasemin Bektas 1, 2, @, Melinda Rodriguez-Salus 1, 2, 3, Mercedes Schroeder 1, 2, 3, Adilen Isgouhi Kaloshian 1, 4, Thomas Eulgem 1, 2, 3, \*

Genes that exhibit in shoots significantly upregulated transcript levels after 3  $\mu$ M concentration of DPMP (DPMP-shoots\_up)

Genes that exhibit in shoots significantly downregulated transcript levels after 3 uM concentration of DPMP (DPMP-shoots\_down)

Genes that exhibit in roots significantly upregulated transcript levels after 3 uM concentration of DPMP (DPMP-roots\_up)

Genes that exhibit in roots significantly downregulated transcript levels after 3 uM concentration of DPMP (DPMP-roots\_down)

## **SUPER ACIDS: 75 genes that are commonly upregulated by DPMP and BHTC**

AT5G24530  
 AT3G14620  
 AT2G25510  
 AT1G74440  
 AT1G03850  
 AT2G14560  
 AT1G21250  
 AT5G39020  
 AT2G47130  
 AT3G09020  
 AT3G56400  
 AT2G31880  
 AT3G56710  
 AT1G13750  
 AT3G50480  
 AT5G44820  
 AT5G25440  
 AT2G40750  
 AT4G38550  
 AT4G33050  
 AT3G09490  
 AT4G37370  
 AT1G66880  
 AT5G45380  
 AT5G03350  
 AT5G55170  
 AT4G08850  
 AT5G60950  
 AT3G11840  
  
 AT4G20110  
  
 AT2G26440  
 AT1G10340  
 AT5G52760  
 AT5G52750

AT1G02360  
AT4G23220  
AT3G45860  
AT1G67800  
AT2G15390  
AT5G39670  
AT3G25610  
AT1G07000  
AT4G01700  
AT2G23680  
AT2G46400  
AT2G17040  
AT1G35710  
AT1G24140  
AT3G48090  
AT4G11890  
AT2G19130  
AT1G73805  
AT2G26560  
AT1G01560  
AT1G18390  
AT2G29120  
AT5G55450  
AT5G66640  
AT4G23610  
AT4G11000  
AT5G60900  
AT5G22570  
AT1G35210  
AT4G39830  
AT1G13470  
AT1G24150  
AT1G34420  
AT5G67340  
AT2G27660  
AT2G32680  
AT1G01340  
AT3G50140  
AT3G01080  
AT4G18250  
AT3G50930

yers Strong

e Gomez2,

# Supplementary material for: The Synthetic Elicitor DPMP (2,4-dichloro-6-{(E)-[(3-methoxyphenyl)imino]methyl}phenol) Triggers Strong Immunity in Arabidopsis thaliana and Tomato
**Source:** Sci Rep. 2016 Jul 14;6:29554. doi: 10.1038/srep29554
**Supplement:** Supplementary Figures

**The Synthetic Elicitor DPMP (2,4-dichloro-6-[(E)-[(3-methoxyphenyl)imino]methyl}phenol) Triggers Strong Immunity in  
*Arabidopsis thaliana* and Tomato**

Yasemin Bektas<sup>1, 2, @</sup>, Melinda Rodriguez-Salus<sup>1, 2, 3</sup>, Mercedes Schroeder

<sup>1, 2, 3</sup>, Adilene Gomez<sup>2</sup>, Isgouhi Kaloshian<sup>1, 4</sup>, Thomas Eulgem<sup>1, 2, 3, \*</sup>

<sup>3</sup>: ChemGen Intergrative Graduate Education and Research Traineeship program, program, University of California at Riverside, CA 92521, USA

## Supplementary Figures

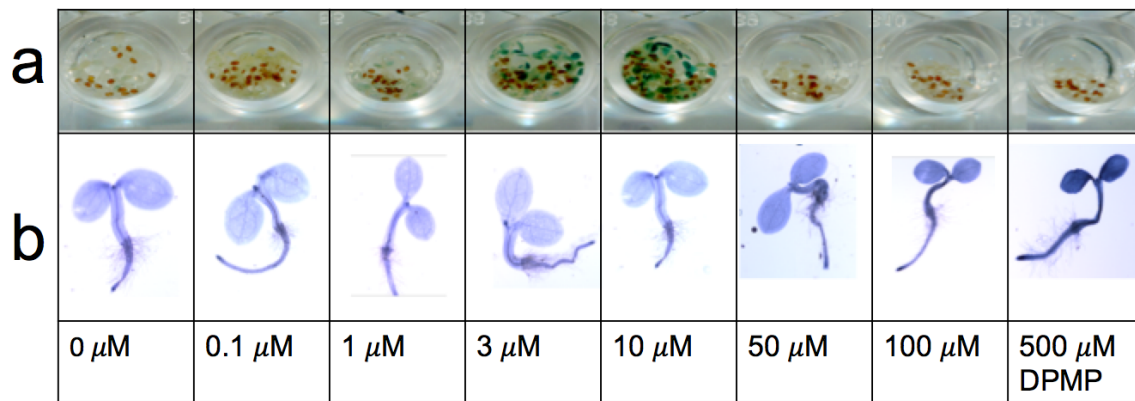

### Supplementary Figure S1 online: Activity of DPMP in *CaBP22*<sup>333</sup>::*GUS* Arabidopsis plants.

(a) After 24 h incubation with the indicated DPMP concentrations, wells of “96-well plates” containing 7d-old liquid-grown *CaBP22*<sup>333</sup>::*GUS* seedlings were processed by X-Gluc histochemical staining. Blue/green color of cotyledons treated with 1 to 10 μM DPMP indicates induction of *GUS* gene expression. Chlorophyll was completely removed during the ethanol-destaining process after GUS staining.

(b) Trypan blue staining of *CaBP22*<sup>333</sup>::*GUS* seedlings incubated for 24 h in liquid medium containing DPMP at the indicated concentrations. Dark blue/black color of the cotyledons indicates cell death (toxicity). The seed coats of seedlings always stain blue/black and can be seen in some images. Extensive cell death is only detectable after treatment with 500 μM DPMP. **(A, B)** All histochemical staining analyses were performed at least three times with similar results. Shown are typical examples.

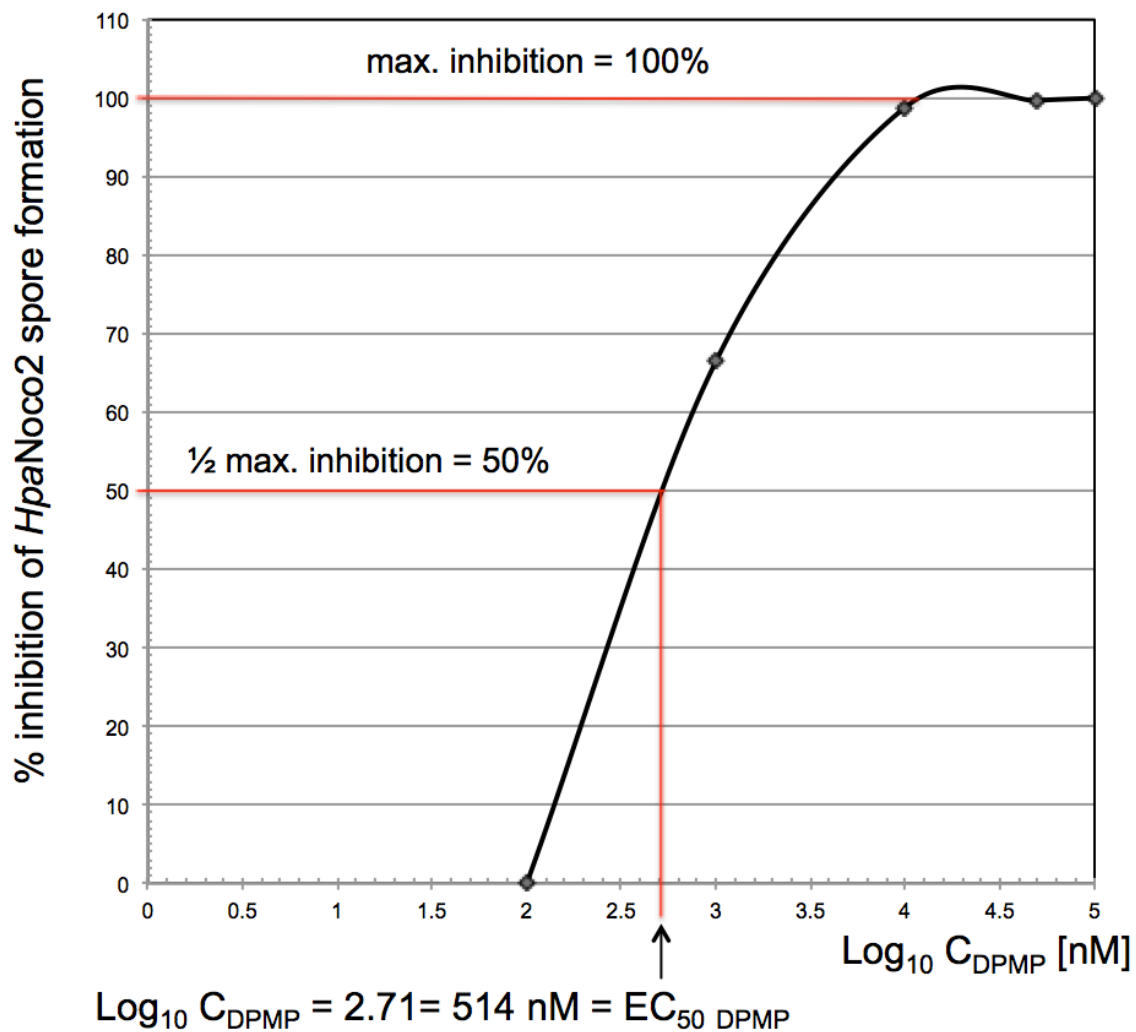

**Supplementary Figure S2 online:** Dose-dependency of DPMP mediated protection of *Arabidopsis* Col-0 against *HpaNoco2*. Estimated EC<sub>50</sub> value (concentration of a bioactive compound at which half-maximal biological activity is observed) based on the data shown in Figure 1 and new data for concentration of 0.1  $\mu$ M DPMP. 100% inhibition = 0 spores; 0% inhibition = spore numbers after mock treatment.

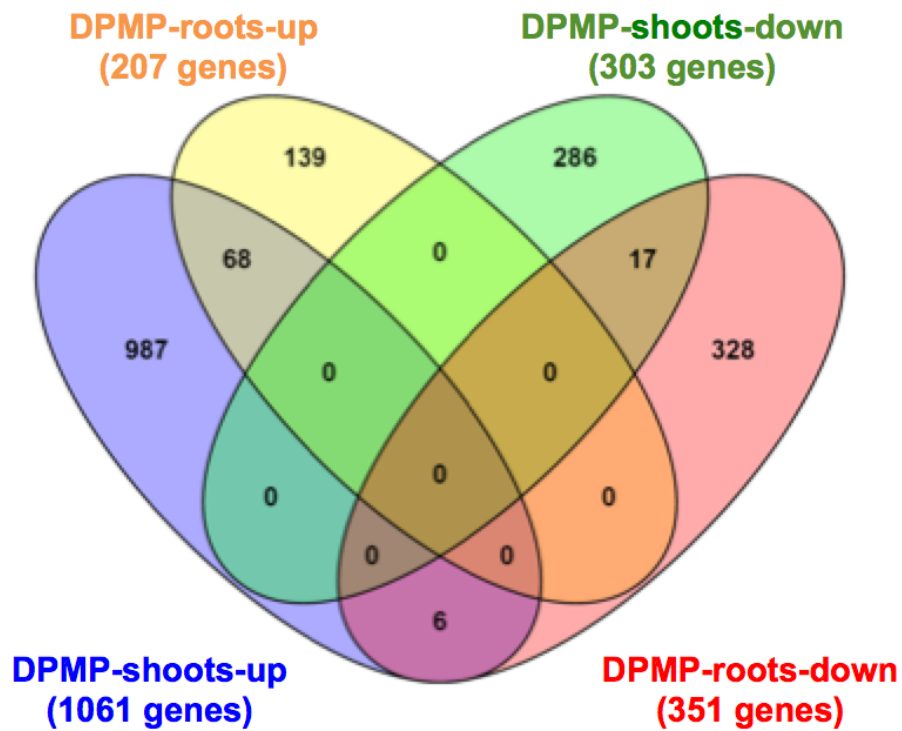

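Of the 68 genes that Supplementary Table S1 lists as up-regulated in both shoots and roots, 36 lie in the range used here. All 36 had both DPMP libraries above both mock libraries in each tissue. At an adjusted p-value under 0.05 in both tissues from limma, 3 genes were higher with DPMP, namely AT1G76960, ARD3 (AT2G26400) and AT3G28510, and with the replicate number as a block there were 2. At an unadjusted p-value under 0.05 in both tissues there were 102. A gene that passes the threshold in shoots and not in roots is not thereby shown to differ between them. The difference between the DPMP effects in shoots and roots was therefore tested directly as an interaction. It had an adjusted p-value under 0.05 for 117 genes, 107 with the more positive change in shoots and 10 with the more positive change in roots, and for 142 genes with the replicate number as a block. Of the 581 tested genes that Supplementary Table S1 lists as up-regulated in shoots only, the median log2 fold change in roots was 0.09, and 181 had both DPMP root libraries above both mock root libraries. Within the range used here the table lists 4 genes as up-regulated in shoots and down-regulated in roots, AT1G52800, SCPL51 (AT2G27920), YLS9 (AT2G35980) and LAS1 (AT3G45130). Their log2 fold changes in shoots and roots were 1.42 and -1.68, 1.59 and -1.06, 0.94 and -1.54, and 1.42 and -1.06. The interaction had an adjusted p-value of 0.0124 for AT1G52800, 0.0652 for SCPL51, 0.0823 for YLS9 and 0.00952 for LAS1.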

**Supplementary Figure S3 online: Comparison of DPMP-triggered transcriptome changes in shoot and root.** Venn diagram analysis highlights differences and similarities between the gene sets that were up-regulated from 3  $\mu$ M DPMP in shoot and root.

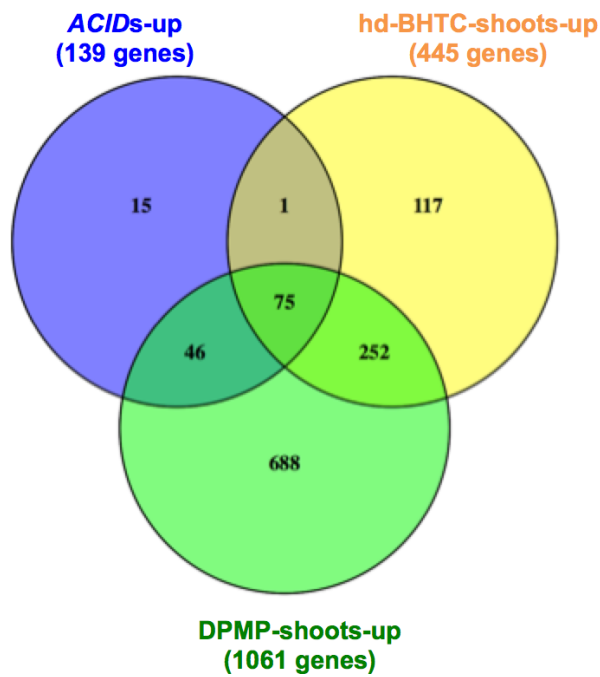

**Supplementary Figure S4 online: Definition of a set of genes that are tightly associated with chemically induced disease resistance.** Comparison of up-regulated *ACID* genes<sup>30</sup> with sets of genes up-regulated in shoots in response to DPMP (this study) and a high dose of BHTC<sup>32</sup>. A set of 75 genes, termed “*SUPER ACIDs*” is responsive to multiple synthetic elicitors.

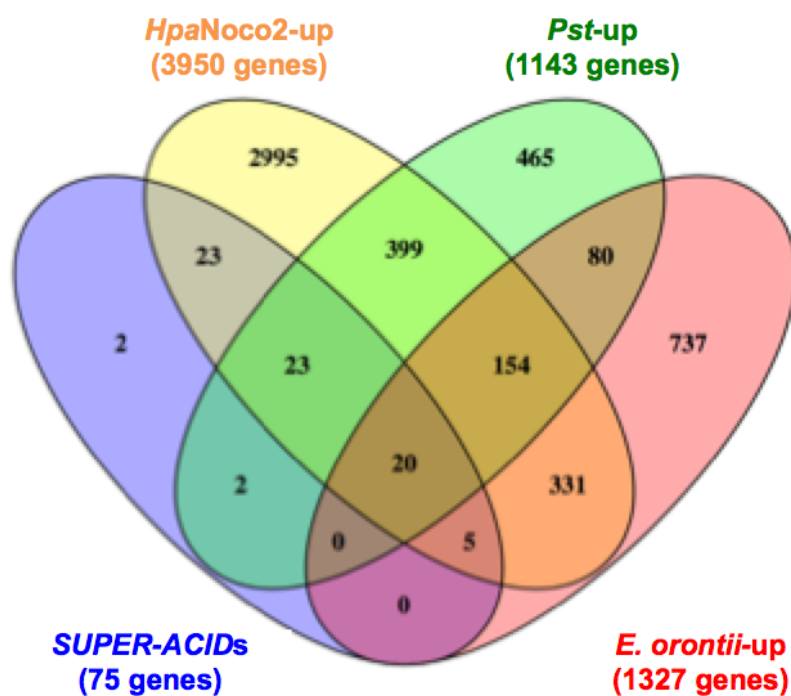

Supplementary Figure S5 online: Comparison of the set of *SUPER-ACIDs* with sets of genes up-regulated by *Erysiphe orontii*, *Hpa* and/or *Pst*.

How the deposited data were processed for this re-analysis (not part of the article)

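Shoots and roots of Col-0 plants kept for 14 days with 3 µM DPMP or with solvent only were compared by mRNA-seq, with 2 biological replicates in each of the 4 groups. The authors aligned the reads with TopHat to the TAIR10 annotation and deposited for each library a value per gene in RPKM (its reads scaled to gene length in kilobases and to the mapped reads of the library). The paper's text does not name the version of TopHat, the gene length used or which mapped reads were counted in the total. The authors called differentially expressed genes from read counts with edgeR and a corrected false discovery rate, but the read counts themselves were not used here. The RPKM values were used as deposited, without further normalization, on the log2 scale after adding a pseudocount of 1.

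The values used here cover 16380 genes, from the start of chromosome 1 to AT3G60050 on chromosome 3. The remaining 14676 annotated genes of chromosomes 3, 4 and 5 that come later in locus order were not analysed here. The log2 fold changes of Supplementary Table S1 are mock minus DPMP, negative in the lists of up-regulated genes, so their sign was turned around. Gene positions, product descriptions and upstream sequences were taken from the TAIR10.1 reference, in which 16100 of the 16380 genes were found and 280 were not. Sequencing lanes were read from the heading of each table.

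The depth of each library was estimated from the RPKM of a single read on genes with 1 annotated transcript, and lay between 6.9 and 25.9 M reads (M, mega). On a transcript of 1000 bases a single read was worth between 0.0386 and 0.146 RPKM, so values well below 1 RPKM rest on few reads. The estimate covers counting error only and is not a count given by the authors.

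Genes with at least 1 RPKM in at least 2 of the 8 libraries were tested, 12150 in all. The model was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with a trend on the mean level) with a mean for each of the 4 groups and without a replicate block. It leaves 4 residual degrees of freedom, to which limma added 4.11 prior degrees of freedom. Contrasts were DPMP against mock in shoots, the same in roots, and the difference between these. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Set medians were ranked among 10000 random lists of the same size, matched on mean expression in 20 bins. Groups of genes and promoter hexamers were compared by one-sided Fisher's exact tests against the other tested genes with annotation, with the hexamers looked for on either strand of 1000 upstream bases. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

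Most genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names in its mRNA-seq results and NPR1, the WRKY genes as a family, the 3 genes with the largest change per tissue and direction among those past the threshold with both DPMP values beyond both mock values, and the genes that Supplementary Table S1 lists as up in shoots and down in roots. AT3G47480 was added later, because no table used here pairs the name CaBP22 with a locus and AT2G41090 and AT3G47480 have the same description. Members of the sets, such as single WRKY, kinase and photosynthesis genes, are named as examples of their set. Also outside the rule are AT2G01021, AT1G76960, AT1G34510 and the clock genes. The test of kinase descriptions among SUPER-ACIDs was also added later.

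The model was tested on simulated data with the real genes' means. With the spread of each gene drawn from the distribution that limma fitted, and 200 genes changed by 2, 4 or 6 on the log2 scale, 191 of the 200 were recovered (82% at a change of 2 and 100% at 4), with 10 unchanged genes called in shoots and 0 called in roots, where nothing had been changed. An earlier simulation took the spread of each gene from its own 4 residual degrees of freedom and changed 200 genes by 2. It recovered 141 genes, with 3 unchanged genes called in shoots and 0 in roots. The earlier simulation had first been scored as recovering 0 genes through an error in the scoring, which was found later and put right. The simulations differed both in the spread and in the sizes of the changes. The difference in the share of changes of 2 that was recovered can therefore not be assigned to either alone. In both simulations only genes above a set level in mock-treated shoots were changed, and each gene had the same spread in all groups. In the real libraries the median absolute log2 difference between replicates ran from 0.126 in DPMP-treated roots to 0.402 in mock-treated shoots. The simulations therefore do not test the shared spread on which the calls rest.

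Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values (14703 genes above 0), quantile normalization and median-ratio scaling within each tissue, each tissue fitted alone, eBayes without trend, the replicate number within each tissue as a block, Bonferroni adjustment, each library left out in turn, and for the Fisher tests the list of Supplementary Table S1, all annotated genes as background and 500 upstream bases. The block uses the replicate numbers of the sample labels. Deviations of same-numbered libraries from their group means were correlated at 0.261 in shoots and -0.014 in roots. Comparisons of the whole lists of Supplementary Table S1 with all annotated genes, and the photosynthesis median without genes that share their sequence with an organelle genome, were chosen after seeing the data. A gene was counted as sharing its sequence with an organelle genome when more than 50% of its stretches of 50 bases occur in the mitochondrial or plastid genome of the reference.

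Gene ontology terms, the gene lists of other elicitors and pathogens, and the reporter, pathogen and root length assays were not analysed here.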

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

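The tests of the shoot share of the root libraries and of a lane effect that cancels between the tissues were chosen after the results had been seen, and the other tests here before.

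The effect of DPMP differed between shoots and roots for 117 of the 12150 tested genes, by an interaction test in limma with an adjusted p-value under 0.05. The change was more positive in shoots for 107 of them and more positive in roots for 10. Of the 117 genes, 22 had both DPMP libraries above both mock libraries in shoots and both below in roots, and 3 had the opposite order. For a gene unchanged in roots, complete separation there in either direction has a chance of 0.333. The order alone therefore does not show a decrease in roots. The root log2 fold changes of the 22 genes ranged from -2.99 (AT1G52820) to -0.07 (AT1G72070). Among the genes named in the text, the difference (shoot minus root log2 fold change) was 5.87 for PR1, 6.05 for PR5, 4.55 for LURP1, 6.05 for PCR1, 3.11 for AT1G52800 and 2.49 for LAS1, each of which rose in shoots. It was -2.71 for AT2G30670, which rose in roots, and 3.10 for AT1G52820, 2.04 for AT2G39040 and 2.05 for AGP30, which fell in roots. AT2G39040 and AGP30 had means under 0.2 RPKM in shoots, where the pseudocount allows almost no change.

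Scaling of the RPKM values did not account for the number of genes, since 138 genes passed after median-ratio scaling within each tissue. Every DPMP library was deeper than its mock library. Among genes with a mean of at least 10 RPKM, 0.90% differed, against 1.05% of the genes under 10 RPKM, which is neither the excess of low genes that a depth effect would give nor its absence. In LURP1 the estimated reads in shoots were 33266 and 40582 with DPMP and 260 and 185 with mock, a difference far beyond that in depth, so depth is not an explanation for genes of this kind. Of the 117 genes, 103 passed the threshold as higher in shoots, where the changes were also seen within a lane. In roots alone lane could not be tested, since 0 of the 2 root replicates had DPMP and mock in the same lane. In replicate 1, however, DPMP was in lane 6 and mock in lane 5 in both tissues, so a lane effect shared by the tissues cancels in the difference between them. Across all tested genes, which are not independent replicates, this difference in replicate 1 had a correlation of 0.648 with that in replicate 2, which goes against such a lane effect as its source. A lane effect that acted on only 1 tissue would not cancel. Of the 117 genes, 62 had a mean of at least 10 RPKM, so the pattern remained without the low genes. Over the 117 genes the median size of the difference was 2.59 in replicate 1 and 3.15 in replicate 2 on the log2 scale. These values argue against depth as the source of the pattern for the 62 genes. For the 55 genes under 10 RPKM an effect of depth on their number was left undecided. A tissue-specific response to DPMP may explain the difference as well, as a hypothesis.

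A small amount of shoot RNA or of misassigned shoot reads in the root libraries could raise genes with very high shoot levels in roots, and would make the tissues look more alike, not less. Shoot and root DPMP libraries of the same replicate were in the same lane. For shoot material with the PR2 level of the shoot libraries, PR2 in roots limits such a share to 0.054% in replicate 1 and 0.222% in replicate 2. It could then account for at most 0.35 and 0.80 of the rise of PR1 in roots in the replicates, 1.32 and 0.78 of that of PR5, and 0.12 and 0.34 of that of LURP1, before counting error, which is large for PR1 with an estimated 11 and 23 reads. Under the alternatives set before the data were examined, the count of 117 lay between 6 and 144.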

How the results depend on the processing

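Among the counts and set values, 57 of 83 values under other settings stayed within 1.5 times the main count, or within the spread between replicates, or on the same side of the threshold, and 26 moved. The Fisher tests of kinase and WRKY genes and of both hexamers kept their direction and stayed under an unadjusted p of 0.05 in every alternative run.

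At the adjusted threshold, fitting each tissue alone had the largest effect. It left 3 DPMP-shoots-up, 0 DPMP-shoots-down, 0 DPMP-roots-up and 0 DPMP-roots-down genes and 0 genes up in both (at an unadjusted p under 0.05, 1035, 398, 470, 567 and 115). Bonferroni adjustment left 40, 0, 4, 0 and 0 (unadjusted 1256, 632, 446, 564 and 102), and 6 genes with a different effect in the tissues. With a pseudocount of 0.1 there were 23 DPMP-shoots-down, 5 DPMP-roots-up and 1 DPMP-roots-down gene, 1 gene up in both and 75 genes with a different effect, and the SUPER-ACID medians were 3.68 in shoots and 0.33 in roots. Without the filter on low values there were 24 DPMP-roots-up and 27 DPMP-roots-down genes. Quantile normalization gave 105 DPMP-shoots-down and 9 DPMP-roots-down genes, and median-ratio scaling gave 69 and 9. DPMP-roots-down genes numbered 3 without the trend and 3 with the replicate block. The cause of these changes was not tested. The count of DPMP-shoots-up genes otherwise lay between 369 and 454, and that of genes with a different effect between 81 and 144.

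With each library left out in turn, an arm has a single library, so no calls were made. The SUPER-ACID median lay between 2.303 and 3.368 in shoots and between 0.083 and 0.391 in roots, and the photosynthesis median in shoots between -0.461 and -0.011. The sign of these medians was the same in all of these fits. The photosynthesis median and the SUPER-ACID median in roots depend on single libraries. For photosynthesis, the values without DPMP replicate 2 (-0.106) and without mock replicate 1 (-0.011) lay inside the central 95% of the random lists for all 4 shoot libraries (-0.18 to 0.16). For SUPER-ACIDs in roots the lowest value lay at the upper end of that range (0.08).

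Of 308 values of the named genes under other settings, 266 kept their direction and their side of the threshold, 33 lost the threshold (20 of them with each tissue fitted alone), 7 passed it and 2 reversed. The reversed values were all in roots, where the values of these genes lay between -0.39 (AT2G07727) and 0.04 (MBP1). MBP1 was at -0.02 with quantile normalization and SCPL13 at 0.02 with a pseudocount of 0.1. With a library left out, 5 of 176 values reversed. NPR1 lay between -0.29 and 0.17 (0.12 and 0.17 reversed), MBP1 between -0.03 and 0.11, AT2G07727 between -1.21 and 0.42, and SCPL13 between -0.43 and 0.30. Apart from the fits of each tissue alone, the genes that lost the threshold were as follows, with adjusted p-values from limma. In shoots, MBP1 lost it with a pseudocount of 0.1 (0.0585), without the filter on low values (0.0718) and with the replicate block (0.0536), SCPL13 with a pseudocount of 0.1 (0.112) and without the filter (0.0543), and AT2G07727 without the filter (0.0893) and with median-ratio scaling (0.0522). In roots, ARD3, AT3G28510, AT2G39040 and AGP30 lost it with a pseudocount of 0.1, and AT3G28510 (0.0864) and AGP30 (0.0577) also with the replicate block. The threshold was passed by NPR1 (0.0323) and SCPL51 (0.044) in shoots with the replicate block, by SCPL51 in shoots (0.038 and 0.0301) and AT1G52800 in roots (0.0358 and 0.0386) with quantile normalization and median-ratio scaling, and by LAS1 in roots (0.0326) without the filter.

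Depth limits the low genes. PR1 in roots rests on an estimated 11 and 23 reads with DPMP and 2 and 1 with mock, so that its change in roots depends on the pseudocount.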

Differences from the paper's values

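Counts are compared with the genes of Supplementary Table S1 in the range used here, and the count of DPMP-shoots-up genes did not differ by more than 1.5 times. DPMP-shoots-down genes numbered 44 here, against the paper's 162. DPMP-roots-up genes numbered 12 against the paper's 119, DPMP-roots-down genes 5 against the paper's 192, and genes up in both tissues 3 against the paper's 36. None of the alternatives set before the data were examined closed these gaps.

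For several genes the log2 fold change came to within the spread between replicates of the paper's value only with a pseudocount of 0.1 in place of 1, and with none of the other alternatives set before the data were examined. In roots, PR2 had 1.13 here against the paper's 2.30 (1.90 with a pseudocount of 0.1), LURP1 1.69 against the paper's 2.50 (2.35), AT3G47480 2.26 against the paper's 3.22 (3.25) and AT1G52800 -1.68 against the paper's -2.20 (-2.04). In shoots, ARD3 had 2.63 against the paper's 3.71 (3.59 with a pseudocount of 0.1), AT3G28510 3.15 against the paper's 4.25 (4.28), AT1G52800 1.42 against the paper's 1.83 (1.83) and YLS9 0.94 against the paper's 2.38 (2.13).

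For AT2G30670 in roots the value here was 3.23 against the paper's 5.31 (5.10 with a pseudocount of 0.1). For LAS1 it was 1.42 in shoots against the paper's 6.34 (3.98 with a pseudocount of 0.1), and -1.06 in roots against the paper's -2.09 (-1.88). The pseudocount of 0.1 narrowed each of these gaps, and the rest exceeded the spread between replicates, which was 0.04, 0.05 and 0.2. None of the alternatives set before the data were examined closed them to within that spread. LAS1 had an estimated 1 and 0 reads in mock-treated shoots, so its fold change there is set by the pseudocount and its gap decides nothing. AT2G30670 had an estimated 4 and 1 reads in mock-treated roots, so its value there also depends on the pseudocount.

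The paper reports more genes down than up in roots. Here 12 genes were up and 5 down at an adjusted p-value under 0.05 from limma, while 446 were up and 564 down at an unadjusted p-value under 0.05. Without the filter on low values, 24 genes were up and 27 down at the adjusted threshold. The paper lists PR2, LURP1, CaBP22 and WRKY genes among the genes up-regulated in roots. Here the adjusted p-values in roots were 0.729 for PR2, 0.114 for LURP1, 0.14 for AT2G41090, 0.117 for AT3G47480, 0.185 for WRKY70 and 0.108 for WRKY54, all from limma and all with both DPMP libraries above both mock libraries. The paper lists NPR1 as up-regulated in shoots, and here its adjusted p-value was 0.0996. For both hexamers and both gene sets, the paper's p-values are smaller than those of the Fisher tests here. They come from the TAIR motif tool, whose settings the paper's text does not name. The cause of this difference was not tested.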

Other observations

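The tests of the shoot share of the root libraries, of gene length in groups of genes, of scaling and depth at an unadjusted p-value in roots and of reads from the mitochondrial genome were chosen after the results had been seen. The other tests were set before their results were seen.

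The defense genes that the paper names in roots have high levels in shoots, so shoot tissue or shoot reads in the root libraries were weighed as an explanation of their rise. The paper states that the region between root and shoot was cut away. From 8 photosynthesis markers, which may have some root expression of their own, the shoot share was at most 0.59 and 1.10% in the DPMP root libraries and 0.53 and 1.15% in the mock root libraries. The ratio of the rise expected from this share to the rise observed was 3.90 for PR1, 8.07 for PR2, 5.57 for PR5, 1.52 for LURP1, 0.12 for WRKY70, 0.72 for AT2G41090 and 0.03 for AT3G47480. These shares are too high for shoot material with the PR2 level of the shoot libraries, since PR2 itself rose by less than they predict. A tighter bound came from the 10 genes with the lowest ratio of root to shoot in mock, among 179 genes with at least 200 RPKM in all shoot libraries and in no list of Supplementary Table S1. It gave at most 0.145 and 0.493% in the DPMP root libraries and 0.153 and 0.420% in the mock root libraries, and ratios of 1.57 for PR1, 3.01 for PR2, 2.01 for PR5, 0.60 for LURP1, 0.05 for WRKY70, 0.28 for AT2G41090 and 0.01 for AT3G47480. Ratios above 1 for PR2 and PR5 show that this bound is still above the true share of such material. The level of PR2 itself sets a stricter limit for shoot material with the PR2 level of the shoot libraries. Before counting error, this limit is its level in DPMP roots over that in DPMP shoots. It was 0.054% in replicate 1 and 0.222% in replicate 2. At these shares the ratio of the highest possible to the observed rise was 0.70 for PR1 (0.35 and 0.80 in the replicates), 0.87 for PR5 (1.32 and 0.78), 0.27 for LURP1, 0.02 for WRKY70, 0.14 for AT2G41090 and 0.01 for AT3G47480. Shoot material of this kind could therefore account for at most part of the rise of LURP1. It could account for little of the rise of WRKY70, AT2G41090 and AT3G47480. For shoot material with less PR2 this limit does not hold. The rises of PR1 and PR5 cannot be told apart from shoot material. PR1 rests on an estimated 11 and 23 reads in DPMP roots, so counting error leaves open whether shoot material covers its whole rise, and for PR5 the limit covered replicate 1. For PR2, from which the limit was taken, this comparison decides nothing. The photosynthesis markers had a median log2 fold change of -0.07 in roots, so they gave no sign of more shoot material in DPMP roots than in mock roots. They do not exclude it, since photosynthesis genes had a median of -0.28 in shoots, which would hide part of such an excess, and the shares above were higher with DPMP in replicate 1 for the markers and in replicate 2 for the tighter bound. A share that is the same in both would still carry the difference between DPMP and mock shoots into the roots.

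The changes in shoots were also seen within a lane. The difference between DPMP and mock in replicate 2, where both were in lane 8, had a correlation of 0.684 across genes with that in replicate 1, where the lanes differed, which goes against sequencing lane as their source. In roots 0 of the 2 replicates had DPMP and mock in the same lane, so the changes cannot be told apart from a lane effect on roots alone. In replicate 1, DPMP was in lane 6 and mock in lane 5 in both tissues. Of the 17 genes past the threshold in roots, 12 also passed the interaction test. This goes against a lane effect of equal size in both tissues as the source of their changes in roots. It decides nothing for AT1G76960, which rose in both tissues, or for genes almost absent from shoots, such as AT2G39040 and AGP30.

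More genes rose than fell in shoots. The ratio of genes up to genes down was 6.52 after median-ratio scaling and 10.3 among genes with a mean of at least 10 RPKM, so neither scaling nor depth removed it at the adjusted threshold. At an unadjusted p-value under 0.05, however, quantile normalization gave 1053 genes up and 1144 down. The log2 fold change had a Spearman correlation of 0.064 with transcript length and of 0.112 with GC content across genes. In groups of similar length, the ratio of genes up to genes down at an unadjusted p-value under 0.05 was 1.41 among the shortest genes, 2.04 among the middle genes and 3.26 among the longest. The correlation with length was 0.15 in replicate 1 and 0.007 in replicate 2. Differences between replicates of the same treatment had correlations with length of -0.122 for DPMP-treated shoots and -0.148 for mock-treated shoots. Trends with length therefore also arose between replicates alone. The excess was thus present in each length group, but its size rose with length, so an effect of length on its size is not excluded. An excess of induced genes may be a response to DPMP, a hypothesis that holds at the adjusted threshold and not at the unadjusted one under quantile normalization.

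The paper reports more genes down than up in roots. At the adjusted threshold the direction depended on the setting. There were 12 genes up and 5 down, 24 up and 27 down without the filter on low values, and ratios of up to down of 1.56 after median-ratio scaling and 1.0 among genes with a mean of at least 10 RPKM, so at that threshold the effects of scaling and depth could not be decided. Without adjustment, at a p-value under 0.05, 446 genes were up and 564 down. The ratio of up to down was then 0.72 after median-ratio scaling and 0.80 among genes with a mean of at least 10 RPKM, which goes against scaling and depth as the source of the excess of genes down. The log2 fold change in roots had a Spearman correlation of -0.215 with transcript length and of 0.057 with GC content. At an unadjusted p-value under 0.05, the ratio of genes up to genes down was 1.30 among the shortest genes (median length 1061 bases), 0.72 among the middle genes and 0.32 among the longest (median 2704 bases). Differences between replicates of the same treatment had correlations with length of -0.122 for DPMP-treated roots and 0.0 for mock-treated roots, against -0.305 and -0.112 for DPMP against mock in replicates 1 and 2. The DPMP-roots-down genes of Supplementary Table S1 have a median length of 1667 bases and the DPMP-roots-up genes 1432 bases. Both lie below the median of 1752 bases of the middle genes here. The listed genes that fell were thus longer than those that rose, but not long among the tested genes. An effect of gene length in the libraries is a candidate explanation for the excess of genes down at the unadjusted p-value, and it remains after these tests. For the paper's lists these lengths leave it undecided.

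AT2G07727, among the largest decreases in shoots, is 1 of 43 tested genes, all on chromosome 2, whose sequence also lies in an organelle genome. The median log2 fold change of these genes in shoots was -1.09, 42 of the 43 were negative, and 1 passed the threshold. In roots the median was -0.30, with 0.33 in replicate 1 and -0.76 in replicate 2. Reads from the mitochondrial genome, which lies outside the genes measured here, may therefore explain the fall of AT2G07727. Whether mitochondrial transcripts fell with DPMP or were carried over differently into the libraries was not tested.

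Different times of sampling for the replicates were looked for in clock genes. The difference between morning genes (CCA1 and LHY) and evening genes (GI, ELF4, LUX and FKF1), replicate 1 minus replicate 2, was 1.01 and 0.51 in DPMP-treated and mock-treated shoots but -0.26 and -0.74 in roots, so it did not have the same sign in both tissues. In shoots, however, CCA1 was higher in replicate 1 with both treatments (3.75 against 1.11 RPKM with DPMP and 2.63 against 0.562 RPKM with mock), and so was LHY (0.677 against 0.129 RPKM and 0.339 against 0.094 RPKM). The morning genes were under 0.9 RPKM in roots, where they differed by -0.12 and -0.03, so the root values carry little weight, and a difference in sampling time between the shoot replicates is not excluded.

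DPMP-shoots-up genes sat next to each other more often than 10000 shuffles of the labels gave. There were 57 neighbouring pairs among tested genes, against a median of 16 and a highest value of 34 in the shuffles (share 0.0001, the smallest that 10000 shuffles can give). After leaving out neighbours with the same product description, 44 pairs remained, against a median of 15 and a highest value of 33 (share 0.0001). Chance placement and neighbouring copies with the same description therefore did not account for it, although copies with different descriptions could still share reads. Regulation of neighbouring genes together is a hypothesis that the data here do not test further.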
